# Comparative genomic and transcriptomic analysis revealed genetic characteristics related to solvent formation and xylose utilization in *Clostridium acetobutylicum *EA 2018

**DOI:** 10.1186/1471-2164-12-93

**Published:** 2011-02-02

**Authors:** Shiyuan Hu, Huajun Zheng, Yang Gu, Jingbo Zhao, Weiwen Zhang, Yunliu Yang, Shengyue Wang, Guoping Zhao, Sheng Yang, Weihong Jiang

## Abstract

**Background:**

*Clostridium acetobutylicum*, a gram-positive and spore-forming anaerobe, is a major strain for the fermentative production of acetone, butanol and ethanol. But a previously isolated hyper-butanol producing strain *C. acetobutylicum *EA 2018 does not produce spores and has greater capability of solvent production, especially for butanol, than the type strain *C. acetobutylicum *ATCC 824.

**Results:**

Complete genome of *C. acetobutylicum *EA 2018 was sequenced using Roche 454 pyrosequencing. Genomic comparison with ATCC 824 identified many variations which may contribute to the hyper-butanol producing characteristics in the EA 2018 strain, including a total of 46 deletion sites and 26 insertion sites. In addition, transcriptomic profiling of gene expression in EA 2018 relative to that of ATCC824 revealed expression-level changes of several key genes related to solvent formation. For example, *spo0A *and *adhEII *have higher expression level, and most of the acid formation related genes have lower expression level in EA 2018. Interestingly, the results also showed that the variation in CEA_G2622 (CAC2613 in ATCC 824), a putative transcriptional regulator involved in xylose utilization, might accelerate utilization of substrate xylose.

**Conclusions:**

Comparative analysis of *C. acetobutylicum *hyper-butanol producing strain EA 2018 and type strain ATCC 824 at both genomic and transcriptomic levels, for the first time, provides molecular-level understanding of non-sporulation, higher solvent production and enhanced xylose utilization in the mutant EA 2018. The information could be valuable for further genetic modification of *C. acetobutylicum *for more effective butanol production.

## Background

High oil prices, growing concerns over national security and climate change are driving investment and innovation in the renewable alternative fuels [1,2]. Among various potentially alternatives, butanol has been proposed as an excellent substitute or supplement for gasoline, and has been demonstrated to work in some vehicles designed for use with gasoline without any engine modification [1]. In addition to manufacture from petroleum through chemical refinery process, industry production of butanol is typically through a so-called ABE fermentation process employing gram-positive, spore forming and anaerobic organism *Clostridium acetobutylicum *[2]. *C. acetobutylicum *is capable of producing a mixture of acetone (A), butanol (B) and ethanol (E) from a variety of carbohydrate substrates such as starch [3]. According to an estimate in 2008, butanol accounted for a 7-8.4 billon US dollar market worldwide and has a projected market expansion of 3% per year in the near future [4].

Significant efforts have been spent on physiological and genetic characterization of solvent-producing *C. acetobutylicum *in the past decades [5-8], and tools for genetic manipulation of *C. acetobutylicum *were also developed [9-11]. In 2001, the whole genome of well studied *C. acetobutylicum *ATCC 824 was sequenced, revealing a 3.94 Mb chromosome which encodes 3740 open reading frames (ORF), and a 192 Kb megaplasmid which encodes 178 ORFs [12]. Afterwards, a series of studies employing global approaches have been performed [13-16], and the genome-scale metabolic model of *C. acetobutylicum *was also constructed [17-19]. These efforts have improved the understanding of regulatory and metabolic networks of this industry significant species.

However, most of the *C. acetobutylicum *strains are not optimized systems for butanol production because their spore-forming life cycle decreases the efficiency of industrial fermentation, and the ABE fermentation process also creates a number of by-products, such as H_2_, acetic, lactic and propionic acids, acetone, isopropanol and ethanol [20]. As a result, the butanol yield is difficult to control and a significant amount of energy is wasted in these by-products. Moreover, it also increases the cost of downstream butanol purification. To address these issues, various modification approaches, such as mutagenesis by chemical or radiation agents, and genetic engineering, have been performed to improve the butanol production [10,21]. Our laboratory has previously obtained a high butanol producing strain, *C. acetobutylicum *EA 2018, through butanol resistance screening of *N*-methyl-*N*-nitro-*N*-nitrosoguanidine (NTG) treated *Clostridium *strain isolated from soil [22]. Preliminary results in a 100-ton continuous fermenter showed that butanol ratio and starch conversion rates of EA 2018 strain were 10% and 5% higher than those reported in recent literature [23]. To explore the genetic difference between EA 2018 and ATCC 824, in this study, the *C. acetobutylicum *EA 2018 genome was sequenced using Roche 454 pyrosequencing together with traditional Sanger sequencing. In addition, comparative genomic and transcriptomic analyses of EA 2018 and ATCC 824 were also performed. The study, for the first time, provides a molecular-level understanding of higher solvent production, enhanced xylose utilization and non-sporulation in the mutant EA 2018. The information could be valuable for further genetic modification of *C. acetobutylicum *for more effective butanol production.

## Results and Discussion

### Characterization of isolate EA 2018

The original solvent producing strain was isolated by our laboratory previously [22]. After several rounds of mutagenesis using NTG (*N*-methyl-*N'*-nitro-*N*-nitrosoguanidine), we obtained a hyper butanol-producing strain designated as EA 2018. This strain was later identified as *Clostridium acetobutylicum *by the China Center for Type Culture Collection (CCTCC) and was kept in CCTCC under the preservation No. CCTCC M_94061. In this work, the 16S rDNA of *C. acetobutylicum *EA 2018 was cloned and sequenced. The 1399 bp 16S rDNA sequence of *C. acetobutylicum *EA 2018 was 100% identical to that of the type strain *C. acetobutylicum *ATCC 824 (Accession number NC_003030 for ATCC 824 genome sequence) [12]. Furthermore, the *sol *operon involved in butanol production was also cloned from *C. acetobutylicum *EA 2018 and sequenced, the comparative analysis showed that the *sol *operon of *C. acetobutylicum *EA 2018 was also 100% identical to that of *C. acetobutylicum *ATCC 824 (Accession number NC_001988 for ATCC 824 mega-plasmid sequence) [24]. The analysis demonstrated that EA 2018 and ATCC 824 belong to the same species.

Fermentation experiments were performed to compare the solvent production patterns of *C. acetobutylicum *EA 2018 and ATCC 824. EA 2018 exhibited higher solvent formation capacity than ATCC 824 strain in either 6% (*w/v*) glucose or xylose media (Figure 1A, B). After 48 h fermentation, 8.3 g/L glucose remained in the EA 2018 culture, while 16.5 g/L glucose still remained in the ATCC 824 culture after 72 h fermentation (Figure 1A). After 96 h fermentation, 23.6 g/L xylose was present in the EA 2018 culture, while 35.7 g/L xylose was still remained in the ATCC 824 culture (Figure 1B). In most *C. acetobutylicum *strains, solvent formation is always coupled with initiation of sporulation [10]. However, after fermentation of 72 h, there was no spore found in EA 2018 cultures, while significant spores were found in ATCC 824. With its higher solvent production and non-spore forming characteristics, EA 2018 strain could be an excellent strain for industrial application.

**Figure 1:**
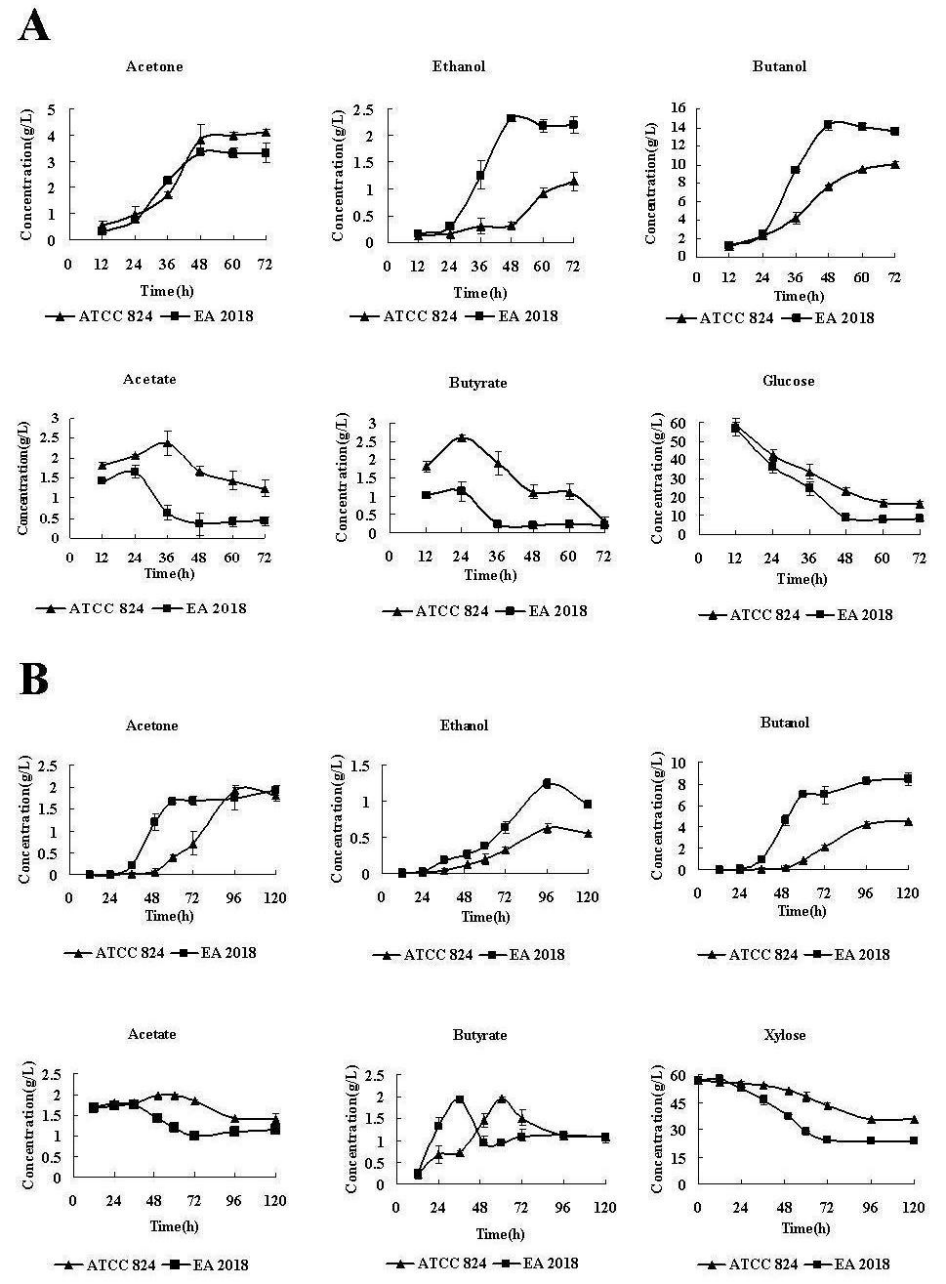
**Solvent and acid production, sugar utilization of *C. acetobutylicum *EA 2018 versus *C. acetobutylicum *ATCC 824 in P2 medium contained with 6% glucose (A) and 6% xylose (B)**.

### Overview of *C. acetobutylicum *EA 2018 genome

For better understanding of the genetic basis of improved butanol producing characteristics in EA 2018, the whole genome of EA 2018 was sequenced. The genome has a circular chromosome consisting of 3,940,230 bp with an average G+C content of 30.93% and a circular megaplasmid of 191,996 bp with an average G+C content of 30.91%. The genome finishing procedures were listed in Additional file 1, 2, 3. A total of 3923 protein coding sequence (CDS) including 3,746 in chromosome and 176 in megaplasmid were indentified in the EA 2018 genome, representing 86.8% of the genome and 83.8% of the megaplasmid, respectively. The functional classification of all EA 2018 genes was listed in Table 1. There are 11 copies of rDNA operons and a total of 75 tRNA genes scattered over the EA 2018 genome. Genomic comparison with type strain ATCC 824 revealed the highly conserved gene content and gene order between these two strains. The base numbering start point of EA 2018 were chosen as the same site in ATCC 824 (Figure 2).

**Table 1:** Function Classification of EA 2018 genes

Function	Numbers in plasmid	Numbers in genome	Function	Numbers in plasmid	Numbers in genome
Energy production and conversion	12	121	Cell envelope biogenesis, outer membrane	10	182
Cell division and chromosome partitioning	3	38	Cell motility and secretion	1	92
Amino acid transport and metabolism	1	212	Posttranslational modification, protein turnover, chaperones	2	78
Nucleotide transport and metabolism	1	73	Inorganic ion transport and metabolism	6	93
Carbohydrate transport and metabolism	22	221	Secondary metabolites biosynthesis, transport and catabolism	3	27
Coenzyme metabolism	1	110	General function prediction only	16	321
Lipid metabolism	6	76	Function unknown	5	258
translation,ribosomal structure and biogenesis	0	159	Signal transduction mechanisms	4	126
transcription	22	243	Intracellular trafficking and secretion	0	14
DNA replication, recombination and repair	5	137	Defense mechanisms	5	106
			Not in this system	55	1059

**Figure 2:**
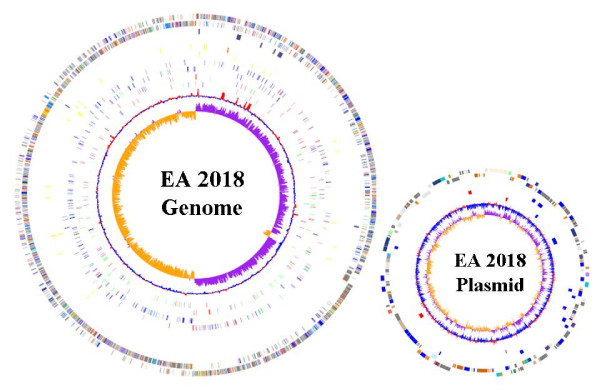
**Atlas of the chromosome and the megaplasmid of *C. acetobutylicum *EA 2018 and its comparison with *C. acetobutylicum *ATCC 824**. Moving inside, each concentric circle represents genomic data for *C. acetobutylicum *EA 2018 and its comparison with *C. acetobutylicum *ATCC 824. For chromosome atlas, the outer circle illustrates predicted coding sequences on the plus and minus strands, respectively, colored by functional categories according to COG classification. The 2nd circle represents EA 2018 variation genes compared with ATCC 824. The 3rd circle displays IS elements in EA 2018. The 4th circle shows rDNA genes in EA 2018, distinguished by plus strand (gold) and minus strand (red). The 5th circle shows tRNA genes in EA 2018, distinguished by plus strand (pink) and minus strand (blue). The 6th circle represent GC content, red for GC content above average and blue for GC content below average. The 7th circle (innermost) represents GC skew (G-C)/(G+C) calculated using a 100 kb window. For megaplasmid atlas, the outer circle illustrates predicted coding sequences on the plus and minus strands, respectively, colored by functional categories according to COG classification. 2nd circle represents EA 2018 variation genes compared with ATCC 824. 3th circle represent GC content, red for GC content above average and blue for GC content below average. The 4th circle (innermost) represents GC skew (G-C)/(G+C) calculated using a 100 kb window.

### Comparative genomic analysis of EA 2018 and ATCC 824

The size of the EA 2018 chromosome is 650 bp smaller than that of ATCC 824, and the size of the EA 2018 megaplasmid is 4 bp smaller than that of ATCC 824. Compared with ATCC 824, a total of 46 deletion sites and 26 insertion sites were found across the EA 2018 genome, including 1 deletion site in the megaplasmid (Additional file 4). Among them, 55 sites are single nucleotide indel (*i.e. *insertion or deletion), and only 7 indel sites are larger than 100 bp. The largest insertion is 1768 bp in 1276337-1278091 which is located within a hypothetical protein gene (CEA_G1125, corresponding to CAC1113 in ATCC 824), while the largest deletion is 1812 bp in 1112030-1112031 which is located within a predicted member protein gene (CEA_G0978, corresponding to CAC0966 in ATCC 824). Apart from those indels, 440 single nucleotide variations (SNVs) were identified between the two chromosomes, and 11 SNVs were identified between the megaplasmid of EA 2018 and ATCC 824 (Additional file 5). The 523 variations (including 72 indels and 451 SNVs) affected a total of 229 protein encoding genes (including 10 genes in megaplasmid) and 38 predicted promoters (including 1 in megaplasmid) in the EA 2018 genome. Excluding the synonymous substitution, a total of 189 proteins had amino acids changes, while 47 of those proteins were with similar amino acid variations (Additional file 6). The 38 genes with their putative promoters affected were listed in Additional file 7. In Table 2 and 3, variations within putative promoters and genes related to solvent formation, xylose utilization, and spore formation (*i.e. *three key aspects related to enhanced butanol production in EA 2018) were listed.

**Table 2:** EA 2018 gene variations associated with key phenotypes

Gene locus in EA 2018	Gene locus in ATCC 824	Gene variation sites in EA 2018	Gene variation sites in ATCC 824	Protein variation sites in EA 2018	Protein variation sites in ATCC 824	Product name
**Solvent formation related genes**						

CEA_G1048	CAC1036	899(T)	899(C)	300(V)	300(A)	Pyruvate kinase
CEA_G1755	CAC1742	391(A)	391(G)	131(N)	131(D)	phosphotransacetylase
CEA_G2463	CAC2449	256(A)	256(G)	86(S)	86(G)	Predicted flavoprotein
CEA_G2485	CAC2471	439(A)	438-439(-)	147-150(R,L,P,I)	147-150 (G,C,L,Stop codon)	Transcriptional regulator, TetR/AcrR family
CEA_G2556	CAC2543	241-249 (G,T,A,G, A,T,C,A,T)	240-241(---)	81-83(V,D,H)	80-81(---)	Electron-transferring flavoprotein large subunit
CEA_G2806	CAC2798	286(A)	286(G)	96(M)	96(V)	NADH:flavin oxidoreductase
CEA_P0058	CA_P0059	754(A)	754(C)	252(N)	252(H)	Alcohol dehydrogenase
CEA_P0077	CA_P0078	91(A)	91(G)	31(T)	31(A)	acetyl-CoA acetyltransferase
CEA_P0140	CA_P0141	566(T)	566(C)	189(I)	189(T)	Periplasmic hydrogenase small subunit, dehydrogenase

**Substrate utilization related genes**						

CEA_G0239	CAC0234	1072(T)	1072(C)	358(Stop codon)	358(Q)	PTS system, fructoso-specific IIBC component
CEA_G1333	CAC1319	5(T)	5(C)	2(I)	2(T)	Glycerol uptake facilitator protein, GLPF
CEA_G1472	CAC1456	974(T)	974(A)	325(M)	325(K)	Sugar-binding periplasmic protein
CEA_G2622	CAC2613	270(T)	270(G)	90(C)	90(W)	Transcriptional regulators of NagC/XylR family
CEA_G2919	CAC2912	97(A)	97(C)	33(T)	33(P)	Sugar-binding periplasmic protein
CEA_P0052	CA_P0053	317(C)	317(T)	106(P)	106(L)	Xylanase, glycosyl hydrolase family 10

**Sporulation related genes**						

CEA_G0080	CAC0080	1160(A)	1159-1160(-)	387-392(N,I,Q,D,L,Stop codon)	387-391(I,Y,K,I,Y,K)	Histidine kinase-like ATPase
CEA_G0656	CAC0644	1226(T)	1226(G)	409(V)	409(G)	Spore germination protein gerKA
CEA_G0710	CAC0699	416(C)	416(T)	139(T)	139(I)	Spore photoproduct lyase, splB
CEA_G2066	CAC2052	688(A)	687-688(-)	230-248 (18 amino acid)	230-238 (7 amino acid and a Stop Codon)	DNA-dependent RNA polymerase sigma subunit
CEA_G3736	CAC3729	374(T)	374(C)	125(L)	125(P)	Stage 0 sporulation J, ParB family of DNA-binding proteins
CEA_P0016	CA_P0017	11,245(G,A)	11,245(T,C)	4,82(E,G)	4,82(A,V)	Spore germination protein, GRKB
CEA_P0019	CA_P0020	1120(C)	1120(T)	407(A)	407(V)	Spore germination protein, GRKA
CEA_P0021	CA_P0022	-151(T)	104(C)	1(---)	1-85(85 amino acids insertion)	Spore germination protein, GRKB

Numbers in gene or protein variation sites lines indicated the variation sites in genes; the letters in bracket means the corresponding variation bases or amino acid; the symbol "-" means deletion in genes; the symbol "---" means consecutive deletion in genes; "No" means no amino acid variation; "Stop codon" means this site is mutated to stop codon.

**Table 3:** EA 2018 putative promoter variations related to key phenotypes

Gene locus in EA 2018	Gene locus in ATCC 824	Gene variation sites in EA 2018	Gene variation sites in ATCC 824	Product Name
**Solvent formation related genes**				

CEA_G0028	CAC0028	-12(T)	-12(C)	Hydrogen dehydrogenase
CEA_P0034	CA_P0035	-84(T)	-84(C)	Aldehyde-alcohol dehydrogenase, ADHEII

**Substrate utilization related genes**				

CEA_G3043	CAC3037	-80(T)	-80(C)	Catabolite control protein, LacI family transcriptional regulator
CEA_G3455	CAC3451	-84(T)	-84(G)	Sugar/Na+(H+) simporter
CEA_G1086	CAC1075	-56(T)	-56(G)	Beta-glucosidase family protein
CEA_G1365	CAC1351	-97(T)	-97(C)	Periplasmic sugar-binding protein

**Sporulation related genes**				

CEA_G1634	CAC1620	-136(T)	-136(G)	Small acid-soluble spore protein
CEA_G3742	CAC3735	-(8-7)(-)	-7(C)	Predicted RNA-binding protein Jag, SpoIIIJ-associated

Numbers in gene or protein variation sites lines indicated the variation sites in genes; the letters in bracket means the corresponding variation bases or amino acid; the symbol "-" means deletion in genes.

### Comparative transcriptomic analysis of EA 2018 and ATCC 824

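RNA of EA 2018 and of ATCC 824, the type strain, was taken from cultures on P2 medium at 9, 13, 17, 21, 24 and 30 h and hybridized to one-colour Agilent arrays, on which every sample is labelled with Cy3 and read as an intensity. There was 1 array per strain and time point, 12 arrays in all, so a ratio at a single time point has no replicate and no test, and the number of arrays limits the precision. The arrays lay on 2 slides, with 9 to 21 h of both strains on one and 24 and 30 h of both strains on the other. On the former, slide 1, ATCC 824 lay in row 1 and EA 2018 in row 2, so row and strain cannot be told apart there. Each array held 14981 spots besides controls, from 4077 probes of 60 bases, most of them printed as 3 spots. The scanner software had subtracted the background and corrected spatial trends within each array. Here the spots marked as outliers were left out, the log2 signals of a probe's spots were averaged, and each array was scaled by its 75th percentile, which ranged from 897.5 for ATCC 824 at 30 h to 3707 for EA 2018 at 21 h. The probes gave values for 3870 genes, and several probes of one gene were averaged. The array carried 3798 probes named for ATCC 824 genes and 229 named for EA 2018 genes, of which 208 were paired with an ATCC 824 gene through the paper's tables. Between 87.9% (ATCC 824 at 30 h) and 99.3% (ATCC 824 at 17 h) of the probes were well above background. The SD between spots, given as ± beside a log2 ratio, is technical error within the 2 arrays only, with a median over genes of 0.11 at 9 h and 0.13 at 30 h. Where a gene was well above background in only 1 strain, the ratio is given as a lower limit under this scaling, after probe signals below the lowest signal of the probes above background on the same array were raised to it. To compare the strains over the whole course, limma was fitted with the time point as a block, the 6 time points standing in for replicates. This test asks whether a difference between these 2 cultures exceeds its variation over time, and does not cover other cultures. The authors' own processed values are log2 intensities that were quantile normalized between the 12 arrays.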

To further explore the molecular mechanism of enhanced butanol production in the EA 2018 strain, DNA microarray of *C. acetobutylicum *were manufactured and used for a comparative analysis between EA 2018 and ATCC 824. The complete set of DNA array data was available in Additional file 8. Microarray analysis showed that a total of 2215 genes were differentially regulated at transcriptional level in at least 1 cultivation time point. Among them, differentially regulated genes related to some important metabolic pathways were listed in Table 4. 

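By size alone, 2994 of 3870 genes (77.4%) had a ratio of at least 2-fold between the strains at 1 or more time points, with the gene above background on at least 1 of the 2 arrays. The count was 2180 when at least 2 time points were required and 1519 with a threshold of 2 on the log2 scale, the alternative that moved it most. At single time points it rose from 833 genes at 9 h and 811 at 13 h to 1173 at 17 h, 1517 at 21 h, 1625 at 24 h and 2202 at 30 h. At 30 h 1761 of the genes were higher in EA 2018 and 441 lower, but with the authors' processed values 971 were higher and 963 lower. At 17 h 355 were higher and 818 lower, against 551 and 532 with the authors' values. The split depends on the scaling: the median log2 ratio of all genes was 0.82 at 30 h and -0.34 at 17 h after scaling by the 75th percentile, and -0.09 and -0.11 after quantile normalization, which makes the distributions of the arrays alike and so holds the median near 0. A total of 199 genes were past 2-fold in the same direction at all 6 time points, 157 higher and 42 lower in EA 2018. Over the whole course, 929 of 3739 genes tested had an adjusted p under 0.05 in limma, 498 higher and 431 lower in EA 2018, and 1465 had an unadjusted p under 0.05. With the authors' processed values 1211 genes passed, 511 higher and 700 lower, of which 871 were shared with the 929. Without the 24 h arrays 483 genes passed, and without the 21 h arrays 487. The largest mean log2 ratios among the genes that passed, with the same sign and both strains above background throughout, were those of CAC0286 (6.95), CA_P0035 (6.00) and CAC2541 (5.89), and the lowest were those of CAC0079 (-8.21), CAC0078 (-8.10), CAC3053 (-4.56) and CAC3058 (-4.56). For CAC0288 and CAC0287 ATCC 824 was not well above background at 30 h, where EA 2018 was at least 344-fold and at least 323-fold higher. With the floor the CAC0288 strain difference was 7.74 and the CAC0287 strain difference 7.75, and with normexp 6.09 and 6.17. CAC0967 was not well above background in EA 2018 at any time point, so its difference has only limits, from at least 64-fold lower at 30 h to at least 145-fold lower at 21 h (CAC0967 strain difference with the floor: a mean of -6.68, against -4.00 with normexp). This gene is numbered next to CAC0966, in which the paper places the largest deletion. Whether the target of its probe remains in EA 2018 was not tested, so lower expression and a lost target are not told apart.

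**Figure D1:**
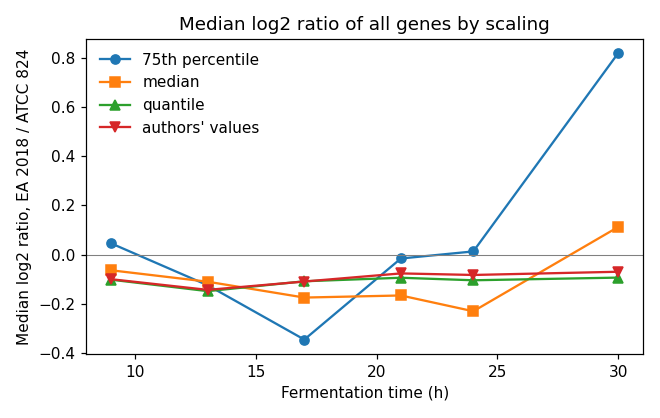
Median log2 ratio of EA 2018 to ATCC 824 over all genes (y axis) at each fermentation time in hours (x axis), 1 line per way of scaling the 12 arrays. At 30 h the median is 0.82 with the 75th percentile, 0.11 with the median and -0.09 with quantile normalization.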

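The 76 genes of Table 4 gave 456 log2 ratios over the 6 time points, of which 339 were higher and 117 lower in EA 2018. At least 2-fold were 338 of the higher ratios and 112 of the lower ones. The split was 339 to 117 with the authors' processed values as well. The median ratio was 2.70. Over the course 61 of the genes had an adjusted p under 0.05, and 70 when adjusted over the list alone, but the study chose this list on the same arrays, so none of these counts is independent evidence.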

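Of the 38 genes with a changed putative promoter, 34 had a probe on the array, and 73.5% of these (25 genes) were past 2-fold at 1 or more time points. Among 10000 random lists of as many genes with matched mean expression, the median share was 79.4%, which put the promoter list at the 25.9th percentile. The median size of the mean log2 ratio was 0.48 in the list and 0.52 in the random lists. At all 6 time points 4 of the 34 genes were past 2-fold in either direction, against 229 of all 3870 genes. No random lists were drawn for this stricter measure. Over the course 8 of the 34 genes had an adjusted p under 0.05, and 8 when adjusted over the list alone. CAC3694, a TPR-repeat protein, had a mean log2 ratio of 3.84 (standard error 0.19, adjusted p = 3.5e-05), and was higher in EA 2018 at 6 of 6 time points. CAC2490, which has an Xre family DNA-binding domain, was lower at 6 of 6, with a mean of -2.56 (standard error 0.37, adjusted p = 0.00331). CAC0380, a periplasmic amino acid-binding protein, had a ratio of -4.62 ± 0.05 at 9 h and of 5.10 ± 0.07 at 13 h, 5.18 ± 0.08 at 17 h, 5.04 ± 0.05 at 21 h, 3.39 ± 0.06 at 24 h and 2.23 ± 0.07 at 30 h. Its mean of 2.72 did not pass the correction (adjusted p = 0.155), and the CAC0380 strain difference passed without the 9 h arrays (mean 4.19, adjusted p = 0.00251).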

And some putative promoter variation genes such as *adhEII *were found with differential expression level in the EA 2018 strain (Table 5). The detailed comparative analysis of transcriptomic data, along with genomic data (*i.e. *variation gene sequence) and biochemical phenotypes will be provided below from three key aspects related to enhanced butanol production (*i.e. *solvent formation, xylose utilization, and spore formation).

**Table 4:** List of differentially regulated genes in key functional groups.

Gene locus in EA 2018	Gene locus in ATCC 824	**9 h (Log**_**2**_**Ratio 2018/824)**	**13 h (Log**_2_**Ratio 2018/824)**	**17 h (Log**_2_**Ratio 2018/824)**	**21 h (Log**_2_**Ratio 2018/824)**	**24 h (Log**_2_**Ratio 2018/824)**	**30 h (Log**_2_**Ratio 2018/824)**	Product Name
**Carbohydrate transportant and metabolism**								

CEA_G0343	CA_C0332	-2.97436	-3.22501	-2.37758	-2.08064	-2.57556	-1.49158	Beta-mannanase
CEA_G0501	CA_C0490	2.331505	2.410311	2.244172	2.361906	2.703307	2.474026	sugar kinase, N-terminal region - uncharacterized protein
CEA_G0552	CA_C0539	-3.20909	-3.00324	-2.93013	-2.29917	-3.34939	-3.01922	ChW repeat-containing mannanase ManB
CEA_G0553	CA_C0540	-3.097	-3.03398	-2.7227	-2.28306	-3.3665	-2.72934	ChW repeat-containing mannanase ManB
CEA_G1677	CA_C1664	1.744408	2.013214	2.53088	1.134795	1.816259	2.062687	glycogen phosphorylase
CEA_G2012	CA_C1997	3.052977	3.503142	3.004392	2.8712	2.075025	1.372718	glycosyltransferase
CEA_G2022	CA_C2007	3.179932	3.308867	2.812136	2.509044	1.656072	1.958591	glycosyltransferase
CEA_G2528	CA_C2514	2.588809	2.748177	3.625871	4.329215	2.708288	1.042021	Beta galactosidase
CEA_G2815	CA_C2807	2.40568	2.124155	2.476058	2.653992	2.808752	1.737289	endo-1,3(4)-beta-glucanase family protein 16
CEA_G2818	CA_C2810	1.835243	2.287891	2.800041	3.929157	3.739976	4.256289	glucoamylase family protein
CEA_G3051	CA_C3045	-2.41601	-2.05151	-2.19775	-2.37262	-2.3321	-2.16444	PHP family hydrolase
CEA_G3060	CA_C3054	-3.63818	-4.38617	-4.64833	-5.02922	-5.12371	-3.50751	phosphoheptose isomerase
CEA_G3426	CA_C3422	-1.07396	-2.79221	-3.22016	-2.15086	-2.69786	-1.37931	sugar:proton symporter (xylulose)
CEA_P0052	CA_P0053	2.477697	2.868013	3.649329	3.695172	3.721454	5.987476	xylanase
CEA_P0053	CA_P0054	4.25084	2.735168	2.447001	3.424303	3.598697	5.185082	xylanase/chitin deacetylase family protein
CEA_P0065	CA_P0066	3.062167	1.145145	2.159875	4.902259	3.81378	2.953822	mannose-specific phosphotransferase system component IIAB
CEA_P0066	CA_P0067	2.925021	1.579742	2.174524	4.883877	3.683632	2.826095	mannose/fructose-specific phosphotransferase system component IIC
CEA_P0067	CA_P0068	3.006142	1.74298	2.611356	4.717371	3.502957	2.456002	mannose-specific phosphotransferase system component IID
CEA_P0115	CA_P0116	1.777221	2.342324	2.902238	3.126694	3.321994	5.378643	xylanase

**Amino acid transport and metabolism**								

CEA_G0180	CA_C0176	2.56498	2.063235	2.36635	2.08086	3.251555	3.705152	oligopeptide-binding protein, periplasmic component
CEA_G0327	CA_C0316	-4.09229	6.429377	7.957548	6.881528	4.185199	2.037144	ornithine carbomoyltransferase
CEA_G0390	CA_C0380	-4.23921	5.06975	5.365591	5.142555	3.394778	2.099342	periplasmic amino acid-binding protein
CEA_G0984	CA_C0973	-4.67305	6.390879	8.78089	7.141168	3.889621	2.522783	argininosuccinate synthase
CEA_G0985	CA_C0974	-4.03279	6.033303	8.738086	7.66813	4.662246	3.462605	argininosuccinate lyase
CEA_G2392	CA_C2377	-4.81354	-4.50847	-4.89131	-5.25303	-5.6598	-6.94396	oligopeptide ABC-type transporter, periplasmic binding component (frameshift)
CEA_G2403	CA_C2388	-3.653	6.58659	9.490741	7.214547	3.839977	1.277684	acetylornithine aminotransferase
CEA_G2405	CA_C2390	-4.029	7.044851	9.332151	8.593887	5.225523	1.729156	N-acetyl-gamma-glutamyl-phosphate reductase
CEA_G2406	CA_C2391	-3.63924	6.659273	9.430206	8.041522	4.889782	1.658329	bifunctional ornithine acetyltransferase/N-acetylglutamate synthase protein
CEA_G2531	CA_C2517	2.601974	2.875402	3.244092	4.199853	5.407919	5.659197	extracellular neutral metalloprotease, NPRE
CEA_G3059	CA_C3053	-3.80847	-4.46351	-4.85998	-5.20027	-5.64176	-4.16398	histidinol phosphatase related enzyme
CEA_G3625	CA_C3618	-2.33371	4.975742	4.579403	4.356899	3.79613	1.400104	ABC-type polar amino acid transport system, ATPase component
CEA_G3626	CA_C3619	-2.49499	4.94909	4.797836	4.831871	4.227636	1.349231	amino acid ABC transporter permease
CEA_G3627	CA_C3620	-2.79225	4.869307	2.77014	4.039679	3.923914	1.658129	amino acid ABC transporter periplasmic-binding protein
CEA_G3629	CA_C3622	3.744723	1.616914	-1.60643	-2.30924	-3.70552	-4.20925	benzoyl-CoA reductase/2-hydroxyglutaryl-CoA dehydratase
CEA_G3648	CA_C3641	3.877563	5.273677	6.532841	7.05381	6.150331	2.645978	oligopeptide ABC transporter, ATPase component
CEA_G3649	CA_C3642	3.862767	5.064748	6.213521	7.100308	6.123778	2.328286	oligopeptide ABC transporter, ATPase component
CEA_G3651	CA_C3644	3.540737	4.731217	4.796332	6.751584	6.151055	3.301733	oligopeptide ABC transporter, permease component

**Lipid transport and metabolism**								

CEA_P0077	CA_P0078	-1.03663	-2.39938	-2.90422	-5.61457	-6.37659	-6.669	acetyl-CoA acetyltransferase
CEA_G0500	CA_C0489	2.843362	2.727643	3.104514	2.258672	2.789674	2.994569	4'-phosphopantetheinyl transferase
CEA_G2024	CA_C2009	3.02793	3.412819	2.753976	2.880761	2.465438	1.317947	3-hydroxyacyl-CoA dehydrogenase
CEA_G2027	CA_C2012	3.139119	3.519089	2.760385	2.466674	1.747722	1.295802	enoyl-CoA hydratase
CEA_G2023	CA_C2008	3.21547	3.393795	2.65468	2.624962	1.849978	1.696553	3-oxoacyl-(acyl-carrier-protein) synthase
CEA_G0825	CA_C0814	3.447389	2.690101	3.341654	3.492821	2.738719	2.617536	3-oxoacyl-
CEA_G3630	CA_C3623	3.78405	1.698615	-1.62094	-2.13197	-3.66189	-4.47732	2-hydroxyglutaryl-CoA dehydratase activator

**Coenzyme transport and metabolism**								

CEA_G2539	CA_C2526	-5.80423	-4.29934	-2.18936	-3.20732	-2.04208	-2.09088	6-pyruvoyl-tetrahydropterin synthase related protein
CEA_G0110	CA_C0109	-1.93293	-1.10289	-4.51818	-4.22606	-3.40598	-5.95312	sulfate adenylyltransferase subunit 2
CEA_G2240	CA_C2226	1.175604	1.630568	1.933437	3.44313	4.132037	3.011011	branched-chain amino acid aminotransferase
CEA_G2817	CA_C2809	1.909506	2.362089	1.59545	3.297164	2.183049	1.029092	HD superfamily hydrolase
CEA_G2037	CA_C2022	2.45013	1.945668	2.521958	2.427533	2.187431	3.238565	molybdopterin biosynthesis protein MoaB
CEA_G3633	CA_C3626	2.627562	1.339719	-1.38437	-2.32524	-3.57634	-5.06491	GTP cyclohydrolase I
CEA_G2036	CA_C2021	2.849463	2.144804	2.666979	4.297463	3.319713	3.863173	molybdopterin biosynthesis protein MoeA
CEA_G2009	CA_C1994	3.136184	3.75827	3.408469	2.84809	1.881193	1.268359	molybdopterin biosynthesis protein MoaB
CEA_G2035	CA_C2020	3.146626	3.515592	5.182665	4.677354	4.692789	4.012931	molybdopterin biosynthesis protein MoeA
CEA_G3631	CA_C3624	3.416604	1.490697	-1.38827	-2.23319	-3.83641	-6.15768	6-pyruvoyl-tetrahydropterin synthase

**Signal transduction**								

CEA_G0078	CA_C0078	-4.99228	-8.71284	-9.43594	-9.21854	-9.14927	-7.97564	putative accessory gene regulator protein
CEA_G3328	CA_C3325	-1.00804	-2.85267	-4.3502	-5.19446	-4.39209	-5.05262	periplasmic amino acid binding protein
CEA_G0921	CA_C0909	-2.84748	-1.88833	-1.93256	-1.50557	-2.64087	-2.89144	methyl-accepting chemotaxis protein
CEA_G2085	CA_C2071	2.455498	2.263411	2.413649	1.803983	2.20351	2.550339	Spo0A protein
CEA_G2422	CA_C2407	3.784844	1.475039	1.927948	1.823945	2.526403	2.502499	CheY-like domain-containing protein
CEA_G0448	CA_C0437	2.192653	1.378372	2.665966	1.827148	2.252286	2.342264	sensory transduction histidine kinase
CEA_G3025	CA_C3019	-2.65448	3.491201	3.449102	2.735229	1.336433	1.266833	sensory transduction protein
CEA_G0296	CA_C0289	1.792323	1.978035	2.438903	2.751395	3.435751	3.052853	response regulator
CEA_G2782	CA_C2774	1.625932	1.895382	3.060796	2.846554	2.092881	1.726376	methyl-accepting chemotaxis protein
CEA_G0334	CA_C0323	3.362504	2.662176	2.652177	3.222052	4.952742	2.037345	sensory transduction histidine kinase
CEA_G3627	CA_C3620	-2.79225	4.869307	2.77014	4.039679	3.923914	1.658129	amino acid ABC transporter periplasmic-binding protein
CEA_G0390	CA_C0380	-4.23921	5.06975	5.365591	5.142555	3.394778	2.099342	periplasmic amino acid-binding protein

**Energy production and convertion**								

CEA_G1083	CA_C1072	3.271648	3.230747	4.254617	2.59071	2.723209	3.766376	Fe-S oxidoreductase
CEA_G2012	CA_C1997	3.052977	3.503142	3.004392	2.8712	2.075025	1.372718	glycosyltransferase
CEA_G2015	CA_C2000	2.963078	3.638083	2.745804	2.983214	2.587284	2.204476	indolepyruvate oxidoreductase subunit beta
CEA_G2016	CA_C2001	2.832561	3.688549	3.007107	3.355002	2.718563	2.206461	indolepyruvate ferredoxin oxidoreductase, subunit
CEA_G2022	CA_C2007	3.179932	3.308867	2.812136	2.509044	1.656072	1.958591	glycosyltransferase
CEA_G2025	CA_C2010	3.282342	3.533526	2.84142	3.003615	2.50221	2.005231	Fe-S oxidoreductase
CEA_G2555	CA_C2542	8.22595	5.876659	5.423124	5.135223	4.224852	4.280766	FAD/FMN-containing dehydrogenase
CEA_G2556	CA_C2543	8.451735	6.100494	5.401602	5.24343	4.426238	3.987954	electron-transferring flavoprotein large subunit
CEA_G2557	CA_C2544	7.904188	6.040402	4.848558	4.578106	4.214698	3.969443	electron-transferring flavoprotein small subunit
CEA_G3411	CA_C3408	-2.71993	-3.64684	-4.53359	-4.7967	-4.89809	-4.45863	NADH oxidase

**Cell mobility**								

CEA_G0921	CA_C0909	-2.84748	-1.88833	-1.93256	-1.50557	-2.64087	-2.89144	methyl-accepting chemotaxis protein
CEA_G3572	CA_C3565	1.783589	1.966743	1.626123	1.303128	1.522492	1.56009	cell adhesion domain-containing protein
CEA_G3091	CA_C3085	1.669031	1.879947	1.641572	3.329325	2.811493	2.558158	TPR repeat-containing cell adhesion protein
CEA_G3092	CA_C3086	1.689695	1.7646	1.823344	3.167841	2.629106	2.423856	cell adhesion domain-containing protein
CEA_G2782	CA_C2774	1.625932	1.895382	3.060796	2.846554	2.092881	1.726376	methyl-accepting chemotaxis protein
CEA_P0159	CA_P0160	2.878477	3.739495	3.515178	3.50976	3.19802	3.547315	cell-adhesion domain-containing protein

**Table 5:** DNA and transcriptional variations of putative promoter variations between EA 2018 and ATCC 824

Gene locus in EA 2018	Gene locus in ATCC 824	Gene varition site in 2018	Gene varition site in 824	**9 h (Log**_**2**_**Ratio 2018/824)**	**13 h (Log**_**2**_**Ratio 2018/824)**	**17 h (Log**_**2**_**Ratio 2018/824)**	**21 h (Log**_**2**_**Ratio 2018/824)**	**24 h (Log**_**2**_**Ratio 2018/824)**	**30 h (Log**_**2**_**Ratio 2018/824)**	Product Name
CEA_G0334	CA_C0323	-96(A)	-(97-96)(-)	3.362504	2.662176	2.652177	3.222052	4.952742	2.037345	Sensory transduction histidine kinase
CEA_G0390	CA_C0380	-135,-131(A,A)	-135,-131(T,T)	-4.23921	5.06975	5.365591	5.142555	3.394778	2.099342	Periplasmic amino acid-binding protein
CEA_G2504	CA_C2490	-(13-12),-53(-,T)	-12,-(54-53)(C,-)	-2.39555	-3.35613	-3.80832	-2.2032	-2.7562	-1.10185	Xre family DNA-binding domain and TPR repeats containing protein
CEA_G3701	CA_C3694	-43(T)	-43(C)	4.045439	3.430925	3.859781	3.69948	4.131629	3.75554	TPR-repeat-containing protein
CEA_P0034	CA_P0035	-84(T)	-84(C)	3.331902	5.740285	6.007483	8.056546	6.576379	7.664691	Aldehyde-alcohol dehydrogenase, AdhEII

### Changes in expression of *adhEII*, *spo0A *and hydrogenase gene may contribute to enhanced solvent formation in EA 2018

Comparative genomic analysis identified a set of solvent-relevant genes with variations within their coding sequences (Table 2). And most of which were SNV variations, such as genes encoding phosphotransacetylase and acetyl-CoA acetyltransferase. In addition, comparative genomics analysis also identified some variations up-stream of solvent-relevant genes (Table 3), which could potentially affect expression level of these genes. For example, a SNV site was found 84 bases upstream of the start codon of the AdhEII encoded gene CEA_P0034 (CA_P0035 in ATCC 824), under the *s*_*1 *_transcription start point [25]. Consistent with the variations at genomic level, we also found that transcription level of solvents formation genes, such as *adhEII *were highly expressed in EA 2018 relative to ATCC 824(Table 5 and Figure 3).

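The gene adhEII (CA_P0035) was read by 2 probes, one named for CEA_P0034 and one that carries no gene name in the files and was assigned through the values of Table 5. The log2 ratio of EA 2018 to ATCC 824, averaged over both probes, was 3.69 ± 0.12 at 9 h, 5.91 ± 0.10 at 13 h, 5.42 ± 0.09 at 17 h, 7.69 ± 0.10 at 21 h, 6.33 ± 0.09 at 24 h and 6.93 ± 0.10 at 30 h. Both probes were above background on all 12 arrays, and their mean ratios were 5.71 and 6.29. The mean over the course was 6.00 (standard error 0.48, adjusted p = 0.000214), higher in EA 2018 at 6 of 6 time points, and it stayed between 5.66 and 6.46 with each time point left out in turn. The late minus early difference was 1.98 (standard error 0.67, unadjusted p = 0.0247, adjusted p = 0.141). The paper sets the higher expression of adhEII beside a base change upstream of the gene, and proposes that such changes could affect expression.

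**Figure D2:**
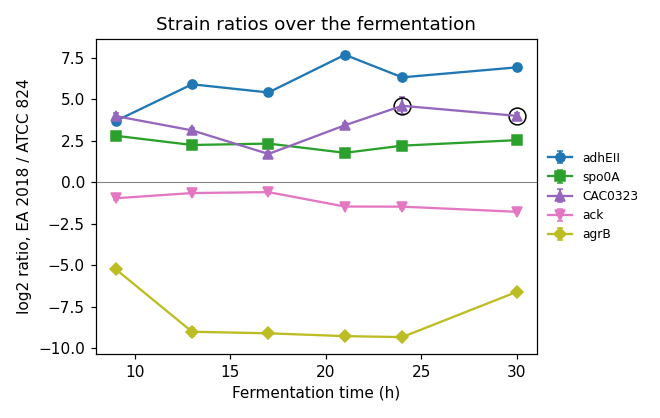
Log2 ratio of EA 2018 to ATCC 824 (y axis) for adhEII, spo0A, CAC0323, ack and agrB at each fermentation time in hours (x axis), 1 array per strain and time point, bars showing the SD between spots. Circled points are values with ATCC 824 not well above background; adhEII lies between 3.69 and 7.69 and agrB between -9.34 and -5.24.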

**Figure 3:**
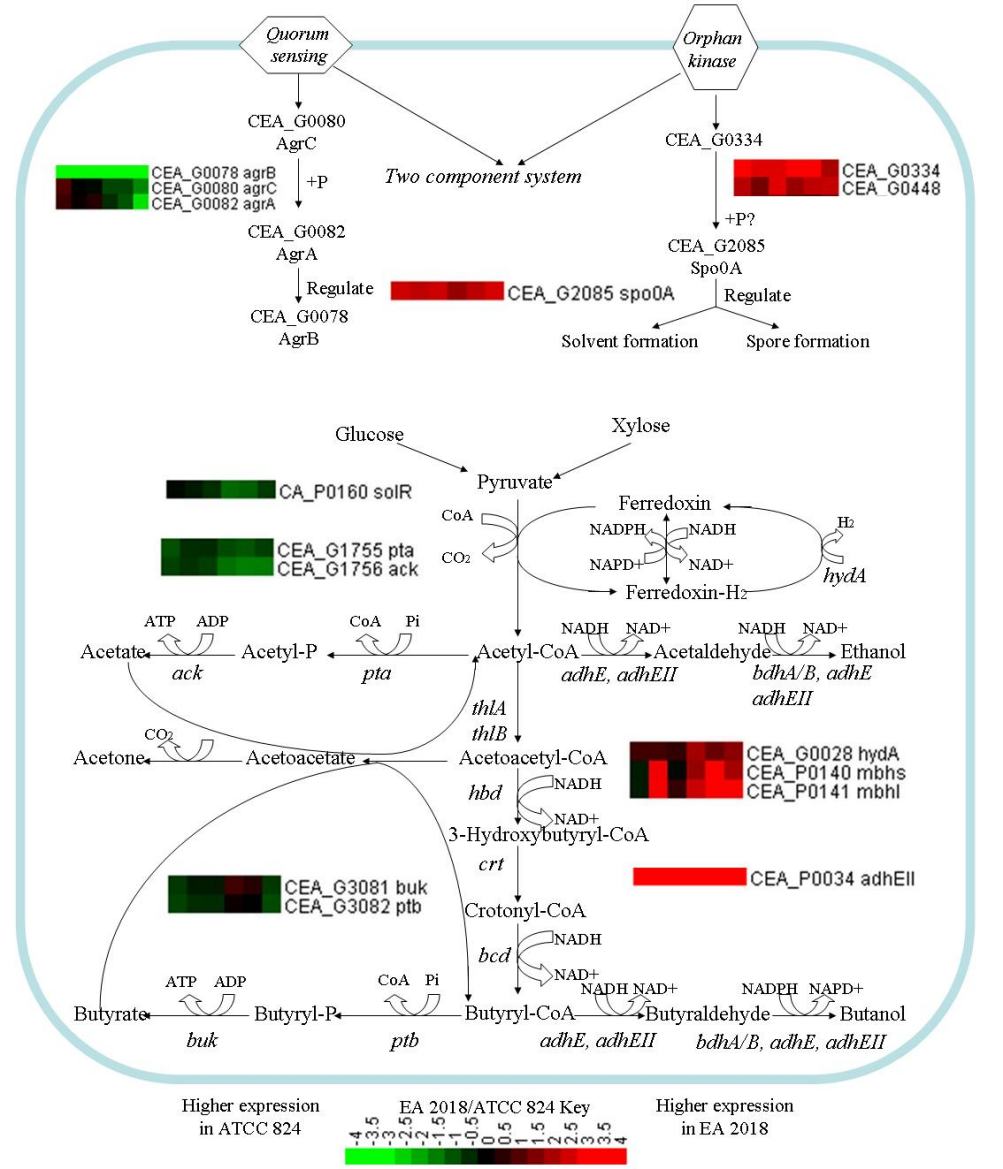
**Expression profiles of variation genes involved in sporulation related two-component system and solvent formation pathway of *C. acetobutylicum *EA 2018 versus ATCC 824**.

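Of the 15 genes drawn in Figure 3, 12 can be tied to a probe through the locus printed there and the paper's tables. For 1 of these, CA_P0160, the paper gives different names, solR in Figure 3 and a cell-adhesion protein in Table 4. Without it, 66 ratios were higher in EA 2018 in 40 cases and lower in 26, with 33 and 11 past 2-fold, and 38 and 28 were higher and lower with the authors' processed values. With it, 46 of 72 ratios were higher and 26 lower. Over the course 8 of the 11 genes without it had an adjusted p under 0.05, and 9 when adjusted over the list alone. The remaining genes of the figure were not analysed here.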

Spo0A is a central regulator of sporulation and solvent formation in *C. acetobutylicum*. Previous studies showed that *C. acetobutylicum spo0A *inactivation mutant stops producing spores and solvent, while over-expression of *spo0A *gene can enhance solvent production since 0A binding boxes have been identified in the promoter regions of solvent formation genes [26]. Therefore, it is speculative that the higher expression of *spo0A *could be one of the reasons for the higher butanol formation in EA 2018. Comparative transcriptomic analysis confirmed our speculation that higher transcriptional level of *spo0A *was found in EA 2018 (Table 4 and Figure 3). 

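The ratio of spo0A (CAC2071) was 2.81 ± 0.07 on the log2 scale at 9 h, 2.25 ± 0.03 at 13 h, 2.33 ± 0.11 at 17 h, 1.78 ± 0.08 at 21 h, 2.21 ± 0.14 at 24 h and 2.54 ± 0.12 at 30 h. Its mean of 2.32 (standard error 0.19) had an adjusted p of 0.000229, with EA 2018 higher at 6 of 6 time points. Leaving out each time point gave means from 2.22 to 2.43.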

There were three ways for Spo0A to be phosphorylated (*i.e. *by a sensory kinase; through a novel phosphorylation system; by butyryl-P or acetyl-P) [27]. Using trans-membrane domain along with transcriptional analysis, four orphan kinases (CAC0437, CAC0323, CAC0903, and CAC2730) were identified as plausible kinases that might phosphorylate Spo0A in *B. subtilis *[27]. 

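CAC0323, listed in the paper's tables as a sensory transduction histidine kinase, had log2 ratios of 3.99 ± 0.19 at 9 h, 3.13 ± 0.14 at 13 h, 1.71 ± 0.09 at 17 h and 3.44 ± 0.15 at 21 h. ATCC 824 was not well above background at 24 and 30 h, where EA 2018 was at least 23.0-fold and at least 16.1-fold higher under this scaling. The CAC0323 log2 ratio at 30 h was 2.07 after quantile normalization. The mean over the course was 3.48 (standard error 0.37, adjusted p = 0.000705), higher in EA 2018 at 6 of 6 time points, and it was 1.57 with the normexp background correction. Among the other orphan kinases, CAC0437 had a mean of 2.24 (standard error 0.23, adjusted p = 0.000648, 6 of 6 time points higher). CAC0903 was higher at 6 of 6 with a mean of 1.00, which did not pass the correction (adjusted p = 0.0554), although the CAC0903 strain difference passed with median scaling (adjusted p = 0.0429), quantile normalization (0.0472) and the authors' processed values (0.0482). CAC2730 was lower at 6 of 6 with a mean of -0.53 (adjusted p = 0.0772), and the CAC2730 strain difference passed with those settings (adjusted p = 0.0381, 0.0389 and 0.0429) and with normexp (0.0366).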

In our study, we also found that the transcriptional level of an orphan kinase CEA_G0344 (corresponding to CAC0323 in ATCC 824) was higher in EA 2018 (Figure 3), and the result is consistent well with the *spo0A *gene expression data.

During solvent fermentation process in *C. acetobutylicum*, a considerable amount of NADH was consumed by hydrogenase via reduced Fd (FeH_2_) to form hydrogen [28]. Previous reports showed that butanol production by *C. acetobutylicum *can be elevated by inhibiting hydrogen formation through adding viologen dyes or increasing hydrogen partial pressure [28], and knockdown of *hupCBA *cluster which encoded hydrogen uptake genes in *C. saccharoperbutylacetonicum *strain N1-4 decreased butanol formation (to 75.6% compared to the control strain) successfully [29]. Biochemical analysis showed that hydrogen formation in EA 2018 was nearly 29% lower than in ATCC 824 (Table 6). Interestingly, comparative genomic analysis also revealed SNVs in NiFe-hydrogenase coded gene CEA_P0140 (CA_P0141 in ATCC 824) and in the promoter of Fe-only hydrogenase coded gene CEA_G0028 (CAC 0028 in ATCC 824) (Table 2, 3). The variation site of CEA_G 0028 was located on the 12^th ^base upstream of the start codon of *hydA *and altered the ribosome binding site (RBS) of this important gene (GGGAGG in ATCC 824 versus AGGAGG in EA 2018). In addition, the higher expression level of hydrogen uptake genes *mbhs *and *mbhl *were also revealed in EA 2018 (Figure 3). 

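For mbhs (CA_P0141), the log2 ratio was 2.81 ± 0.45 at 13 h, -0.61 ± 0.32 at 17 h and 2.00 ± 0.26 at 21 h. At 13 h only 1 of its 2 probes was above background in ATCC 824, and that probe alone gave 2.61. ATCC 824 was not well above background at 9, 24 and 30 h, where EA 2018 was at least 1.19-fold, at least 27.2-fold and at least 14.1-fold higher under this scaling. The CA_P0141 log2 ratio at 30 h was 1.95 after quantile normalization. At 9 h the ratio changed sign with the authors' processed values, to -0.21. The mean over the course, 2.34 (standard error 0.76), did not pass the correction (adjusted p = 0.0595), with EA 2018 higher at 5 of 6 time points. Since ATCC 824 was near background at most of the time points, this mean rests partly on background signal; the CA_P0141 strain difference was 2.17 with the floor (adjusted p = 0.0566) and 0.52 with normexp (adjusted p = 0.18). With each time point left out, the adjusted p was under 0.05 only without 17 h (0.0286), the time point at which EA 2018 was lower, and it was 0.141 without 24 h (mean 1.69). The mbhl gene was not analysed here, since the parts of the paper's tables used here tied no probe to it.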

The result showed that hydrogen uptake could be an important factor for butanol formation, and increased expression level of hydrogen uptake gene *mbhs *and *mbhl *was closely correlated to the lower hydrogen formation in EA 2018, which can eventually help balance the NAD(P)H needed for higher production of butanol.

**Table 6:** Hydrogen production of *C. acetobutylicum *EA 2018 and *C. acetobutylicum *ATCC 824 in 6% glucose contained P2 medium

	Fermentation Time (h)	Glucose consumed (mM)	Hydrogen production (mM)	Hydrogen formation ratio (mM/100 mM glucose)
EA 2018	72	260.6 ± 3.7	244.1 ± 1.3	93.9 ± 1.6
ATCC 824	72	239.4 ± 5.0	315.4 ± 0.5	131.7 ± 3.1

Using non-replicating plasmid pO1X, putative solvent formation repressor *solR *gene was inactivated in ATTC 824, and its fermentation experiment revealed that more solvent were produced in the *solR *inactivation mutant [5]. Although there are different speculations on the function of SolR [25], it has been confirmed that low expression of *solR *will enhance solvent formation [26]. Transcriptomic analysis revealed a lower expression level of *solR*, especially in the solventogenic phase in EA 2018, which might be related to hyper-butanol formation (Figure 3).

It has been suggested that the onset of solvent production is closely related to the accumulation of acid end products [30], and the addition of acetate and butyrate might result in a rapid induction of solventogenesis [31]. For example, it was reported that the concentration of undissociated butyric acid might play an important role in the induction of solventogenesis [32]. 

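The log2 ratio of ack (CAC1743) was -0.97 ± 0.11 at 9 h, -0.65 ± 0.04 at 13 h, -0.60 ± 0.09 at 17 h, -1.47 ± 0.02 at 21 h, -1.47 ± 0.13 at 24 h and -1.78 ± 0.08 at 30 h. The mean was -1.16 (standard error 0.22, adjusted p = 0.00971), lower in EA 2018 at 6 of 6 time points. The pta gene (CAC1742) was lower at 6 of 6 as well, with ratios of -0.50 ± 0.12 at 13 h and -0.42 ± 0.16 at 17 h among the smallest and a mean of -0.73 (standard error 0.17, adjusted p = 0.0203). For pta (the CAC1742 strain difference) the correction was not passed without the 9 h arrays (-0.68, adjusted p = 0.0512), the 21 h arrays (-0.70, adjusted p = 0.0665) or the 24 h arrays (-0.69, adjusted p = 0.077), nor without the time block (adjusted p = 0.111). On slide 1 alone neither gene passed, with an adjusted p of 0.0571 for the CAC1743 strain difference and of 0.086 for pta. The genes buk and ptb were not analysed here, since the names used here tied no probe to them. The array may still hold probes for them.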

Transcriptomic analysis showed that expression of *ack*, *pta*, *buk *and *ptb *were all lower in EA 2018 than in ATCC 824 (Figure 3), consistent with the biochemical analysis (Figure 1). In addition, the results also suggested that the transition to the solventogenesis took place at a lower acetate and butyrate acid concentration in EA 2018 compared to ATCC 824.

### Analysis of substrate utilization genes and inactivation of CAC2613 revealed genetic bases of better xylose utilization in EA 2018

Solvent production from agriculturally based lignocellulosic substrates (*i.e. *cellulose or hemicellulose) was studied previously and results showed that a large part of the lignocellulosic substrates were hydrolyzed into glucose and xylose [33]. Therefore, utilization of these substrates, especially xylose, can be important in determining the efficiency of solvent production. Comparative genomic analysis identified several mutations in the putative promoters and within the coding region of genes which might be involved in substrates utilization (Table 2, 3). Among them, three out of seven mutated genes encode sugar-binding periplasmic proteins. One interesting gene was CEA_G2622 (CAC2613 in ATCC 824), which encodes a transcriptional regulator of NagC/XylR family and the sequence variation could cause a putative W90C substitution. The gene is located on the upstream of *xylB *(xylulose kinase) gene (Figure 4A). Since most of the known *xylR *genes in other AT-rich gram-positive species such as *B. subtillus *and *C. difficile *were located upstream of *xyl *operon [34,35], we speculated that this gene (CEA_G2622) may function similarly as *xylR *in EA 2018 (Figure 4B). Transcriptomic analysis showed that even in the glucose-based medium, the expression level of *xylB *was higher in EA 2018 (Figure 3). However, evidence is still needed to confirm the direct regulatory function of CEA_G2622 on *xyl *operon. To do so, we disrupted CAC2613 gene in *C. acetobutylicum *ATCC 824 (corresponding to CEA_G2622 in EA 2018) using Targetron system (Figure 4C). Batch fermentation showed that xylose utilization in CAC2613 disrupted mutant was faster than ATCC 824 (constant pH 5.0). In addition, the time of butanol formation and acids reassimilation in the mutant were 24 h earlier than ATCC 824 strain, although the final concentration of end products and xylose were nearly the same (Figure 4D). The similarities, in terms of the time of butanol formation and acid reassimilation, between EA 2018 and the CAC2613 disrupted ATCC 824 derived mutant, suggested that better xylose utilization in EA 2018 could be related to the mutation in CEA_G2622 (CAC2613 in ATCC 824).

**Figure 4:**
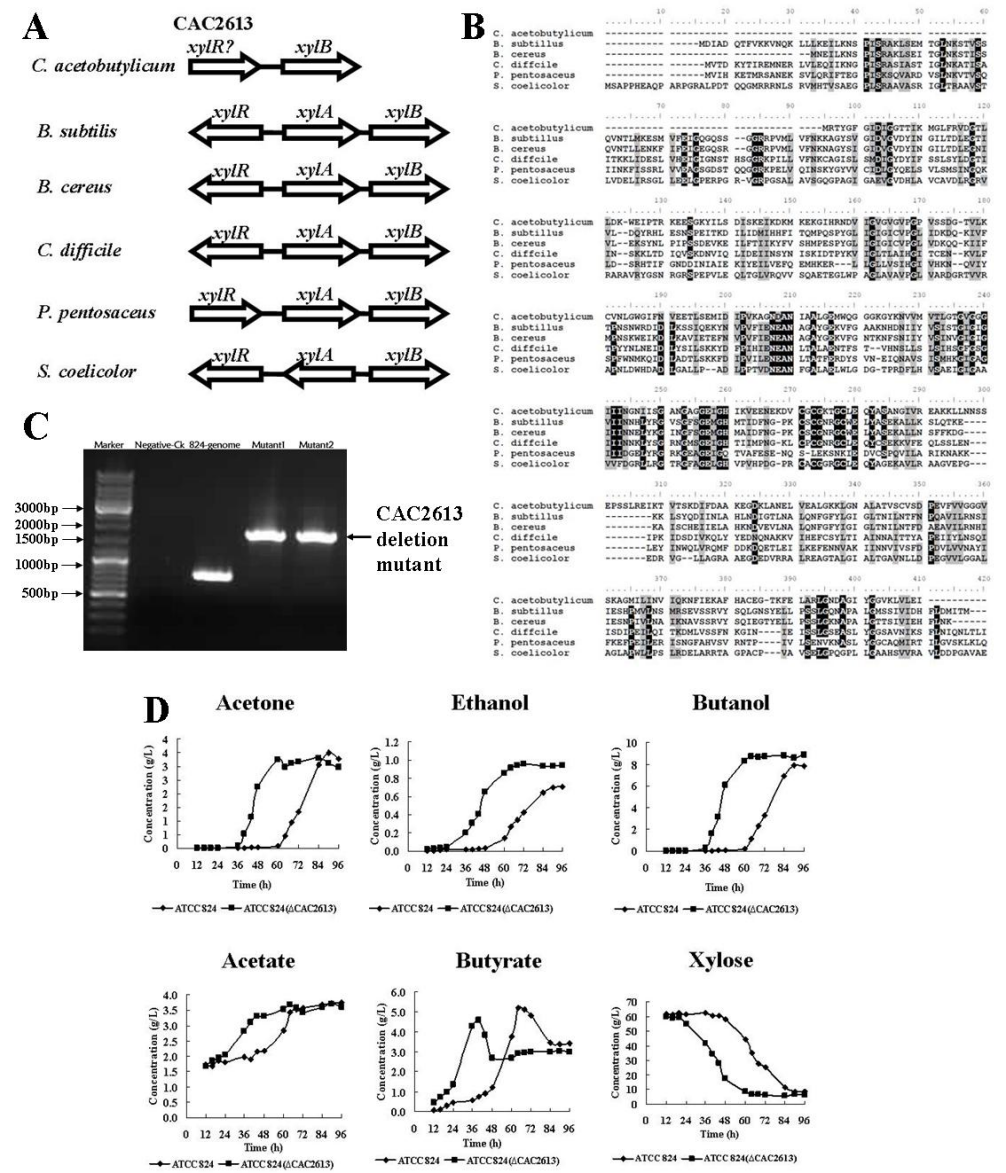
**Inactivation of putative *xylR *CAC2613 in ATCC 824 leaded to faster xylose utilization in *C. acetobutylicum***. A: location of CAC2613 in *C. acetobutylicum *and *xylR *in different organisms; B: Alignment of CAC2613 and *xylR *in different organisms; C: CAC2613 inactivation in ATCC 824 using Targetron system; D: Accurate pH-controlled fermentation profile of mutant strain versus wild type in 6% xylose contained P2 medium.

Previous study showed that ATCC 824 harbors extracellular and cell bound xylanase activities when grown under xylose or glucose-based media, and most of the putative xylanase encoded genes were located on the megaplasmid [36]. Two endoxylanase genes, thermostable xylanase 10A gene (CA_P0053 in ATCC 824 and CEA_P0052 in EA 2018) and xylanase 10B gene (CA_P0116 in ATCC 824 and CEA_P0115 in EA 2018) located on mega-plasmid were identified in EA 2018 [37]. In addition, transcriptomic analysis showed higher expression level of those two genes in EA 2018 (Figure 5). 

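Both xylanase genes were higher in EA 2018 at 6 of 6 time points. CA_P0053 had log2 ratios of 2.81 ± 0.07 at 9 h, 2.95 ± 0.10 at 13 h, 3.36 ± 0.08 at 17 h, 3.76 ± 0.13 at 21 h, 3.63 ± 0.14 at 24 h and 5.90 ± 0.17 at 30 h, with a mean of 3.74 (standard error 0.40, adjusted p = 0.000766). CA_P0116 rose from 2.09 ± 0.10 at 9 h to 5.28 ± 0.06 at 30 h, with a mean of 3.17 (standard error 0.41, adjusted p = 0.00184). A further xylanase gene drawn in Figure 5, CA_P0054, had a mean of 3.82 (standard error 0.48, adjusted p = 0.00172). With other processing this mean lay between 2.25 and 3.85, with a highest adjusted p of 0.00253. At 9 h ATCC 824 was not well above background for CA_P0054, and EA 2018 was at least 9.84-fold higher.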

Xylan is the major component of hemicelluloses. The higher expression level of xylanase in EA 2018 could make it suitable for hemicellulosic fermentation, and could offer potential economic benefits in the future [1].

**Figure 5:**
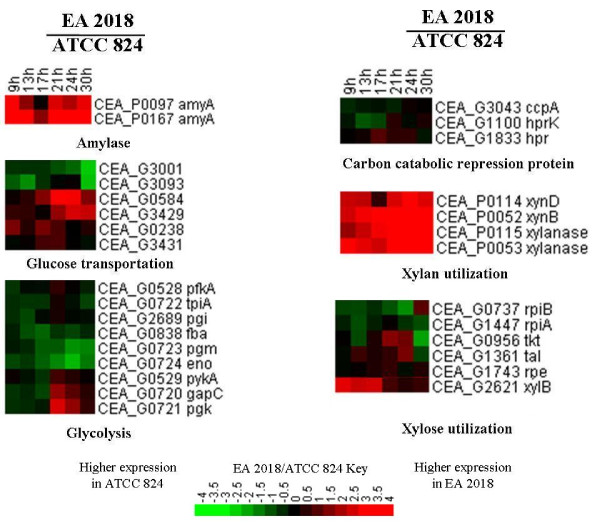
**Expression profiles of substrate utilization related genes**. Gene functions were shown below the expression profile. Red and green indicated higher or lower expression, respectively.

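Of the 30 genes drawn in Figure 5, 21 can be named through the paper's tables, and of their 126 ratios 69 were higher and 57 lower in EA 2018. This balance became 60 higher after median scaling. Past 2-fold were 33 of the higher and 14 of the lower ratios. Over the course 8 genes had an adjusted p under 0.05, and 9 when adjusted over the list alone. Among the 8 glycolysis genes, 36 of 48 ratios were lower in EA 2018, and 3 genes passed, namely eno (mean -1.40), pgm (-1.15) and fba (-0.67). Of these only eno passed with each time point left out in turn (highest adjusted p = 0.0274).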

Among all putative promoter variations, there were 4 sites which may affect substrate utilization in EA 2018 (Table 3). Among them, CEA_G3043 (CAC3037 in ATCC 824) gene that encodes a catabolite control protein (CcpA) has a variation site located on 80 bp upstream of the start codon. CcpA play an important role in catabolite repression and inactivation of this gene will release catabolic repression in many gram-positive organisms [8,38,39]. However, no significant regulation was observed for the expression level of CcpA gene in EA 2018, and the potential effect of the variation in *ccpA *promoter region still needs further investigation.

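The ratio of ccpA (CAC3037) lay between -0.43 ± 0.10 at 9 h and 0.22 ± 0.06 at 24 h on the log2 scale, and was past 2-fold at 0 of the 6 time points. Its mean was -0.15 (standard error 0.18, adjusted p = 0.57), with EA 2018 lower at 4 time points and higher at 2.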

### *agrC *and sigma factor variations may involve in spore formation in EA 2018

Comparative genomic analysis identified several genes which may be accounted for difference in terms of spore formation (Table 2). Among these muted genes, CEA_G2066 (CAC2052 in ATCC 824) encodes a putative sigma factor. It has been known that the transcription of this gene was closely related to spore-formation in ATCC 824 [40]. CEA_G2066 has a single nucleotide (A) insertion site in 687-688^th ^bases, which altered the C-terminal protein sequence. 

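Of the 6 genes drawn as putative sigma factors in Figure 6, 3 can be named through the paper's tables. CAC2052 had log2 ratios of -0.57 ± 0.10 at 21 h, -1.71 ± 0.17 at 24 h and 0.52 ± 0.39 at 30 h. The sign at 30 h depends on the scaling, with -0.18 after median scaling, -1.46 after quantile normalization and -1.41 with the authors' processed values. CAC1766 had ratios of -1.17 ± 0.18 at 21 h, -0.82 ± 0.04 at 24 h and -0.06 ± 0.17 at 30 h, the last being -1.60 with the authors' values. CAC0550 was above background in neither strain at 21 and 24 h, and at 30 h it was at least 2.7-fold lower in EA 2018. The late minus early difference was -0.78 for CAC2052 (standard error 0.57, unadjusted p = 0.221, adjusted p = 0.417) and -0.76 for CAC1766 (standard error 0.39, unadjusted p = 0.0967, adjusted p = 0.268), and neither passed. For this difference limma called 0 of 3739 genes at an adjusted p under 0.05 and 954 at an unadjusted p under 0.05, against 170 after median scaling, 160 after quantile normalization, 84 with normexp and 159 with the authors' values at the adjusted level. On simulated data the fit recovered 0 of 200 genes changed by 2 on the log2 scale, so a failure to pass does not exclude a change.

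**Figure D3:**
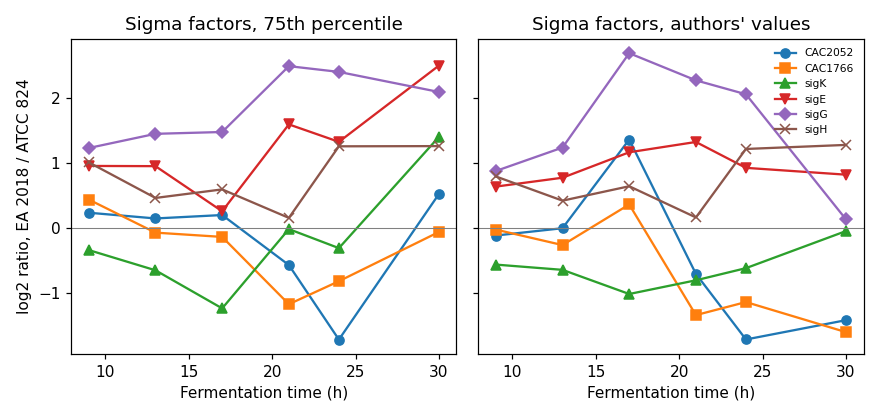
Log2 ratio of EA 2018 to ATCC 824 (y axis) of 6 sigma factor genes at each fermentation time in hours (x axis), 1 array per strain and time point, after scaling by the 75th percentile (left) and with the authors' processed values (right). At 30 h CAC2052 is at 0.52 on the left and at -1.41 on the right.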

Transcriptomic analysis showed that the transcription level of CEA_G2066 and other 4 putative sporulation related sigma factors [40] was lower in EA 2018 at 21 h, 24 h and 30 h (Figure 6), which might contribute to non-sporulation property in EA 2018.

**Figure 6:**
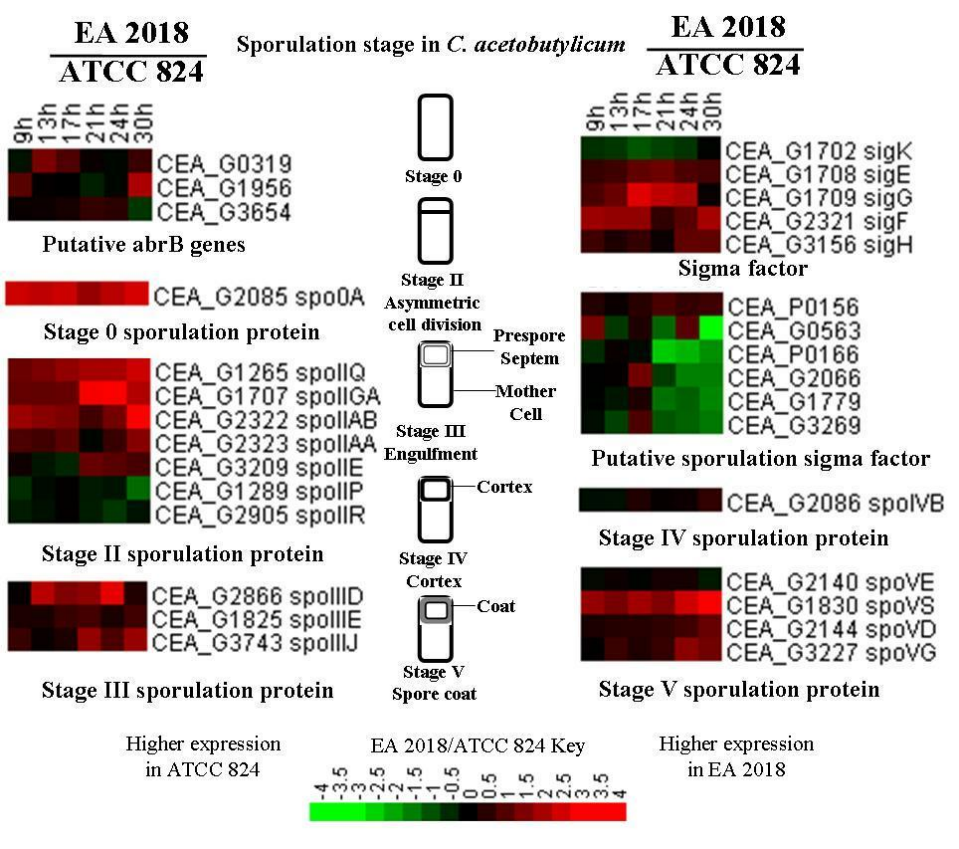
**Expression profiles of sporulation related genes**. Gene functions were shown below the expression profile. Red and green indicated higher or lower expression, respectively.

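Of the 30 genes drawn in Figure 6, 15 can be named through the paper's tables. Their 90 ratios were higher in EA 2018 in 66 cases and lower in 24, and 61 and 29 with the authors' processed values. Over the course 8 of 14 genes tested had an adjusted p under 0.05, and 8 when adjusted over the list alone. Of the named sigma factors sigG (CAC1696, mean 1.85, adjusted p = 0.00172), sigE (CAC1695, 1.26, adjusted p = 0.0195) and sigH (CAC3152, 0.79, adjusted p = 0.0338) were higher in EA 2018 at 6 of 6 time points. With normexp the CAC1696 strain difference was 0.69 (adjusted p = 0.0155) and the CAC1695 strain difference did not pass (0.32, adjusted p = 0.119), nor without the 21 or the 24 h arrays (adjusted p = 0.0692 and 0.0652). The CAC3152 strain difference did not pass without the 9, 13, 17, 24 or 30 h arrays, with a highest adjusted p of 0.113, and without the time block (adjusted p = 0.102). On slide 1 alone both were lost (sigE adjusted p = 0.0757, sigH adjusted p = 0.154). The sigK gene (CAC1689) had a mean of -0.19 (adjusted p = 0.699), and its ratio of 1.40 ± 0.11 at 30 h became -0.05 with the authors' values, with which the CAC1689 strain difference passed as lower in EA 2018 (-0.61, adjusted p = 0.034).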

Quarum sensing is related to some important characteristics of bacteria, such as sporulation, virulence, and biofilm formation [41]. In *C. perfringens*, the virulence gene was regulated by *agr *system, and *agrBD *knockout mutant did not express theta-toxin gene, and transcription of the alpha- and kappa-toxin genes was also significantly decreased in the mutant strain [42]. A two-component system gene, CEA_G0080 (CAC0080 in ATCC 824), encoding a histidine kinase-like ATPase (AgrC), has a single nucleotide (A) insertion site in 1159-1160^th ^bases when compared with *agrC *gene in ATCC 824, which may truncate the protein encoding sequence. In addition, the expression level of *agrB *(CEA_G0078) was constantly lower in EA 2018 (Figure 3). 

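The log2 ratio of agrB (CAC0078) was -5.24 ± 0.07 at 9 h, -9.02 ± 0.23 at 13 h, -9.11 ± 0.03 at 17 h, -9.28 ± 0.16 at 21 h, -9.34 ± 0.15 at 24 h and -6.61 ± 0.08 at 30 h, with both strains above background throughout. Its mean was -8.10 (standard error 0.60, adjusted p = 0.00016), lower in EA 2018 at 6 of 6 time points, and between -8.67 and -7.85 with each time point left out. CAC0079, numbered between agrB and agrC, was lower at 6 of 6 as well, with a mean of -8.21 (standard error 0.46, adjusted p = 5.31e-05). By contrast, agrC (CAC0080) had a mean of -0.27 (adjusted p = 0.563) and agrA (CAC0081) of -0.25 (adjusted p = 0.584). These means average ratios of both signs, from -1.13 to 1.18 for agrC and from -1.35 to 0.91 for agrA. The late minus early difference was -1.24 for agrC (unadjusted p = 0.0255, adjusted p = 0.143) and -1.27 for agrA (unadjusted p = 0.0141, adjusted p = 0.111). Neither passed the correction, but this fit called 0 of 3739 genes in the setting reported. On simulated data it recovered 0 of 200 genes changed by 2 on the log2 scale. A late fall of agrC and agrA is therefore not excluded. From the insertion in agrC and the lower expression of agrB, the paper proposes that the agr system is involved in the lack of spores in EA 2018.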

Early studies suggested that deletion of any *agr *system genes could result in no spore formation in ATCC 824 [43]. Therefore, mutation in *agrC *gene and lower expression of *agrB *gene in EA 2018 might be responsible for to the non-sporulation property in EA 2018.

## Conclusion

A hyper-butanol, non spore-forming *C. acetobutylicum *EA 2018 strain we isolated previously can produce 10% more butanol than the type strain *C. acetobutylicum *ATCC 824 [23]. To seek molecular basis of these characteristics in EA 2018 strain, we completed the genome sequencing of this strain using 454 GS FLX pyrosequceing and performed a detailed genomic comparison with a *C. acetobutylicum *type strain ATCC 824. Although EA 2018 was found more than 99.8% identical to ATCC 824, 72 indels (*i.e. *insertions and deletions) and 451 SNVs were identified, some of which may be related to the enhanced butanol production in EA 2018. In addition, we performed a comparative transcriptomic analysis of *C. acetobutylicum *EA 2018 and ATCC 824 using oligonucleotide microarrays. The results showed that increased expression of several key genes related to solvent formation, and decreased expression of the acid formation related genes may be related to the enhanced butanol production in EA 2018. Furthermore, the results also showed that the variation in CEA_G2622 (CAC2613 in ATCC 824), a putative transcriptional regulator involved in xylose utilization, may be able to accelerate utilization of substarte xylose. The comparisons of hyper-butanol EA 2018 and type strain ATCC 824 at both genomic and transcriptomic levels not only improved our understanding of the hyper butanol-producing, xylose utilization as well as non-spore formation properties in EA 2018 strain, but also provided some useful clues for the future genetic modification of *C. acetobutylicum *to produce solvents, especially butanol more effectively.

## Methods

### Bacteria strain and genome sequencing

*C. acetobutylicum *EA 2018 (CCTCC M 94061) used for this study [22] is deposited in China Center for Type Culture Collection (http://www.cctcc.org/). *C. acetobutylicum *ATCC 824 was the wild type strain we purchased from American Type Culture Collection (ATCC) [23]. The *C. acetobutylicum *EA 2018 was grown anaerobically (Thermo Electron Crop., San Jose, USA). Colonies picked from Clostridia growth medium (CGM) plate were inoculated into 5 ml liquid CGM and cultured at 37°C overnight [44], and then the cells were transferred into 100 ml CGM and incubated at 37°C for 16-20 h until they reach late-exponential phase. Cells collected were used for chromosomal DNA isolation as described previously [45]. Roche 454 GS FLX pyrosequencing was used to sequence the DNA. A total of 60.3 Megabases was generated, with an average read length of 200 bp. The GS FLX reads were assembled into a total of 198 contigs using a GS de novo assembler, among them, 157 contigs are larger than 500 bp. The gaps were closed by PCR procedure using the ATCC 824 genome sequence as reference. The large PCR products were sequenced *via *primer walking. The whole sequence was assembled by using the software phredPhrap (http://www.phrap.org) and was visualized by Consed [46]. The low-quality sequences were verified by PCR resequencing using ABI 3730 (Applied Biosystem Inc.). The sequence accuracy of the final genome was 99.9919%. All the variation between EA 2018 and ATCC 824 were verified by PCR resequencing using ABI 3730.

### Genome annotation and bioinformatic analysis

CDSs were identified by combining the results of ZCURVE 1.0 [47] and Glimmer 3.2 (http://www.cbcb.umd.edu/software/glimmer). Transfer RNA genes were predicted by tRNAscan-SE [48]. Functional annotation of CDSs was performed through comparison with NCBI non-redundant protein database using BLASTP, followed by manual curation. Comparative genomic analysis was performed by using the Artemis Comparison Tool (ACT; http://www.sanger.ac.uk/resources/software/act/). The atlas of the genome is drawn by using GenomeViz1.1 [49].

### Nucleotide sequence accession number

The annotated genome sequence has been deposited into GenBank under accession no. CP002118 (Chromosome) and no. CP002119 (Plasmid).

### Oligonucleotide microarray experiments

Cells for RNA isolation were grown on P2 medium and collected at 9 h, 13 h, 17 h, 21 h, 24 h and 30 h by centrifugation at 4°C and 4500 × g for 10 min. Total RNA was extracted and purified by using Trizol (Invitrogen, Carlsbad, CA, USA) and RNeasy cleanup kit (Qiagen, Inc., Valencia, CA, USA) according to the manufacturer's protocol. The total RNA yield was quantified by spectrophotometric analysis (NanoDrop Technology, Cambridge, UK) and the quality was verified by gel electrophoresis. Agilent oligonucleotide microarrays technology was used for monochromic analysis, in which probes (size: 60 bp; three replicates for each ORF) from the two groups were labeled by incorporation of cyanine 3 (Cy3) (Agilent Technologies, Palo Alto, CA, USA). The experiment procedures and data normalization were performed using the methods described previously [50]. Average linkage hierarchical clustering was performed using Cluster 3.0, and gene clusters were visualized in Treeview [51].

### Oligonucleotide microarray accession number

The Oligonucleotide microarray data has been deposited into GEO under accession no. GSE23071.

### Gene disruption

Gene disruption in *C. acetobutylicum *ATCC 824 was performed as described previously [11]. The disruption procedures were shown in Additional file 9. The selected site for CAC2613 disruption was 532/533a, where the group II intron will insert into gene CAC2613 coding region between amino acid 532 and 533 sites in the antisense direction. The primers (CAC2613-532-533-IBS, CAC2613-532-533-EBS1d and CAC2613-532-533-EBS2), for retargeting the RNA portion of the intron for *C. acetobutylicum *CAC2613 gene disruption, are listed in Additional file 10. The 350 bp targetron fragment was obtained by PCR based on the plasmid pACD4K-C and protocol provided by the TargeTron™ Gene Knockout System Kit (Sigma-Aldrich, St Louis, MO, USA). The 350 bp PCR fragment was digested with *Xho*I and *Bsr*GI, and then inserted into pSY6 [11] digested with the same restriction enzymes, to generate the plasmid pSY6-2613. The plasmid pSY6-2613 was methylated in *E. coli *ER2275 (pANS1) first [52], and then electroporated into *C. acetobutylicum *ATCC 824. Cells were plated on CGM agar containing 50 μg/mL erythromycin and incubated at 37°C for about 2-3 days. The positive transformants containing the inserted intron were identified by colony PCR, using primers CAC2613-ID-fw and CAC2613-ID-rev (Additional file 10).

### Fermentation conditions

Solvent production and sugar utilization of *C. acetobutylicum *ATCC 824 and *C. acetobutylicum *EA 2018 were determined when the cultures were grown on P2 medium [53]. 6% Glucose or xylose contained P2 solution I (840 ml) and KH_2_PO_4 _(0.5 g/L), K_2_HPO_4 _(0.5 g/L), CH_3_COONH_4 _(2.2 g/L) contained P2 solution II (100 ml) were boiled for 20 min, then cooled by flushing O_2_-free N_2 _gas, and autoclaved at 121°C for 15 min separately. After autoclaving, 100 ml P2 solution II, 10 ml filter-sterilized P2 medium stock solution III (MgSO_4_·7H_2_O, 20 g/L; MnSO_4_·H_2_O, 1 g/L; FeSO_4_·7H_2_O, 1 g/L; NaCl, 1 g/L) and 1 ml solution IV (Para-amino-benzoicacid, 0.1 g/L; thiamin, 0.1 g/L; biotin, 0.001 g/L) were added into P2 solution I. The stock solutions were filter sterilized through a 0.2 μm pore-size filter. An inoculum of 5% from a CGM grown culture was typically used. Batch fermentation was carried out in 250 ml sealed bottle with 100 ml medium. 1 ml samples were taken every 12 h and analyzed for solvent and sugar. Accurate pH-controlled fermentations were carried out in BioFlo 110 bioreactors with 1.5 L working volume (New Brunswick Scientific, Edison, NJ). The pH control was achieved by using 9% (*w/v*) aqueous ammonia. Anaerobic conditions of fermentors were maintained through aeration of filtered nitrogen.

### Analytical methods

The surface morphology of *C. acetobutylicum *EA 2018 was studied using a JSM-6360 scanning electron microscope (JEOL Co. Ltd. Japan). Spore formation analysis was performed by growing the cells in P2 medium. After 48 h fermentation, cells were collected by centrifuging at 10,000 × g for 5 min, and stained with crystal violet for imaging analysis using a U-CTR30-2 microscope (Olympus Optical Co. Ltd. Japan). Butanol, acetone, ethanol, acetic acid and butyric acid were determined using a gas chromatograph (7890A, Agilent, Wilmington, DE, USA) equipped with a capillary column (Alltech EC™-WAX) and a flame ionization detector. The analysis was carried out under the following conditions: oven temperature, programmed from 80 to 140°C at a rate of 25°C/min; injector temperature, 200°C; detector temperature, 200°C; nitrogen (carrier gas) flow rate, 13 ml/min; hydrogen flow rate, 20 ml/min; air flow rate, 140 ml/min. Total solvent was defined as the sum of ABE. Isobutylalcohol and isobutyric acid were used as the internal standards for ABE and acid determination, respectively. Glucose and xylose were determined using a HPLC system (Model 1200, Agilent) equipped with a sugar-pak I column (Waters) and a refractive index detector. The analysis was carried out with water as mobile phase at a rate of 0.6 ml/min, and the column temperature was set up at 70°C. The composition of the gas produced (mainly H_2 _and CO_2_) was measured using the method described previously [54].

## Abbreviations

ABE: Acetone-Butanol-Ethanol; ATCC: American Type Culture Collection; CCTCC: China Center for Type Culture Collection; ORF: Open Reading Frames; NTG: *N*-methyl-*N*-nitro-*N*-nitrosoguanidine; SNVs: Single Nucleotide Variations; RBS: Ribosome Binding Site; CcpA: Catabolite Control Protein A; CGM: Clostridia Growth Medium.

## Authors' contributions

SYH, YLY, GPZ, SY, WHJ conceived of the study. SYH performed the genome sequencing, microarray samples preparation and gene disruption. SYH and YG performed the strain fermentation and analysis. JBZ performed the spore formation analysis. SYH, HJZ and SYW performed the genome annotation and analysis work. SYH and WWZ drafted the manuscript. All authors contributed to and approved the final manuscript.

## Supplementary Material

Additional file 1 **Genome finishing procedures of EA 2018**. The file describes the genome finishing process including gap closure, weak regions and homopolymer sites verification. Click here for file

Additional file 2 **Weak region verification primers**. The file lists the primers used in genome weak region verification procedure. Click here for file

Additional file 3 **Variation places between EA 2018 and ATCC 824 verification primers**. This file lists the verification primers for all of the indels sites and SNVs sites found between EA 2018 and ATCC 824. Click here for file

Additional file 4 **Deletion and insertion sites**. The file lists a total of 46 deletion sites and 26 insertion sites between EA 2018 and ATCC 824. Click here for file

Additional file 5 **SNV sites**. The file lists 440 single nucleotide variations between EA 2018 and ATCC 824. Click here for file

Additional file 6 **Protein variations**. The file shows the protein sequence variations affected by deletion, insertion or SNVs between EA 2018 and ATCC 824. Click here for file

Additional file 7 **Predicted promoter variations**. The file shows the predicted promoter variations between EA 2018 and ATCC 824. Click here for file

Additional file 8 **DNA array data**. The file lists the complete set of DNA array data of EA 2018 versus ATCC 824. Click here for file

Additional file 9 **The scheme of targeted gene disruption using group II intron**. The file displays the gene disruption procedure using group II intron. Click here for file

Additional file 10 **Targeted gene disruption and verification primers**. The file lists the primers for retargeting the RNA portion of the intron for *C. acetobutylicum *CAC2613 gene disruption and for identifying the insertion mutant.. Click here for file

# Supplementary material for: Comparative genomic and transcriptomic analysis revealed genetic characteristics related to solvent formation and xylose utilization in Clostridium acetobutylicum EA 2018
**Source:** BMC Genomics. 2011 Feb 2;12:93. doi: 10.1186/1471-2164-12-93
**Supplement:** Additional file 1 — Genome finishing procedures of EA 2018. The file describes the genome finishing process including gap closure, weak regions and homopolymer sites verification.

## Additional file 1. Genome finishing procedures of EA 2018

Using Roche 454 pyrosequencing, a total of 261640 reads were obtained with the coverage of 15.1, which were assembled into 157 large contigs. After comparison with the genome of type strain ATCC 824, 165 gaps were found in draft sequence of EA 2018 genome, and the size distribution of gaps were visualized (Figure S1). The size of largest gap was 1629 bp. After gap closing, the error rate of EA 2018 genome sequence and megaplasmid were 2.2 bp/10 kb and 1.1 bp/10kb respectively. Then the weak regions (low value sites) were verified by PCR sequencing, and the primers used were listed in additional file 2. Meanwhile comparison with ATCC 824 revealed 447 indels and 487 SNVs, all of these indels sites and SNVs sites were also verified by PCR sequencing, the primers used were listed in additional file 3. The results showed that homopolymer sites (more than 4 consecutive same bases, *eg*: AAAA) caused 378 indels between EA 2018 and ATCC 824, and 355 of them were sequencing errors verified by PCR sequencing. The 454 low value sequence site before and after PCR re-sequencing were shown in Figure S2. The final error rate of EA 2018 genome and plasmid was 0.81 bp/10 kb and 0.74 bp/10 kb, respectively.

### Figure legends

**Figure S1. Gap sizes distribution of *C. acetobutylicum* EA 2018 whole genome after Roche 454 pyrosequencing and assemble.**

**Figure S2. Low value bases distribution of *C. acetobutylicum* EA 2018 whole genome before and after PCR verification. H, means high value bases; L, means low value bases. The value of base was analyzed by Consed.**

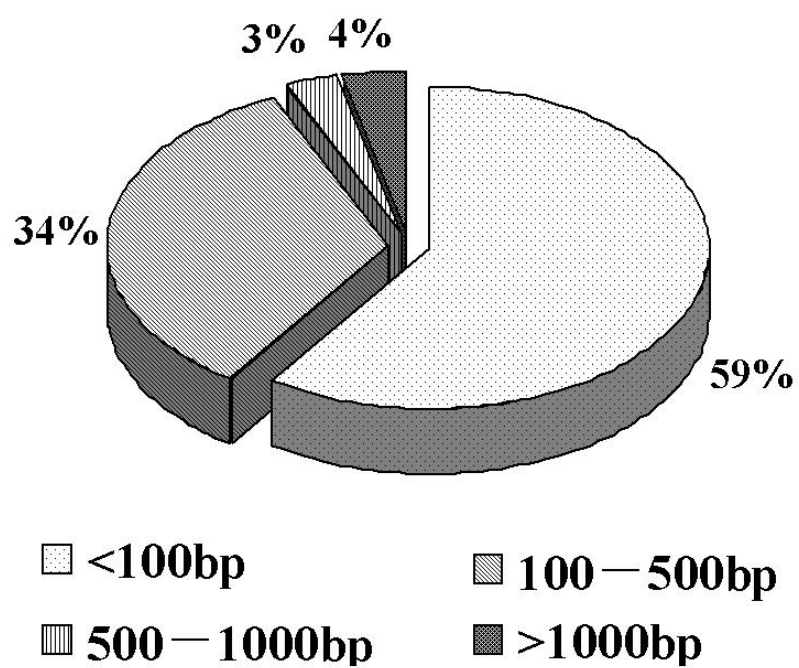

**Figure S1**

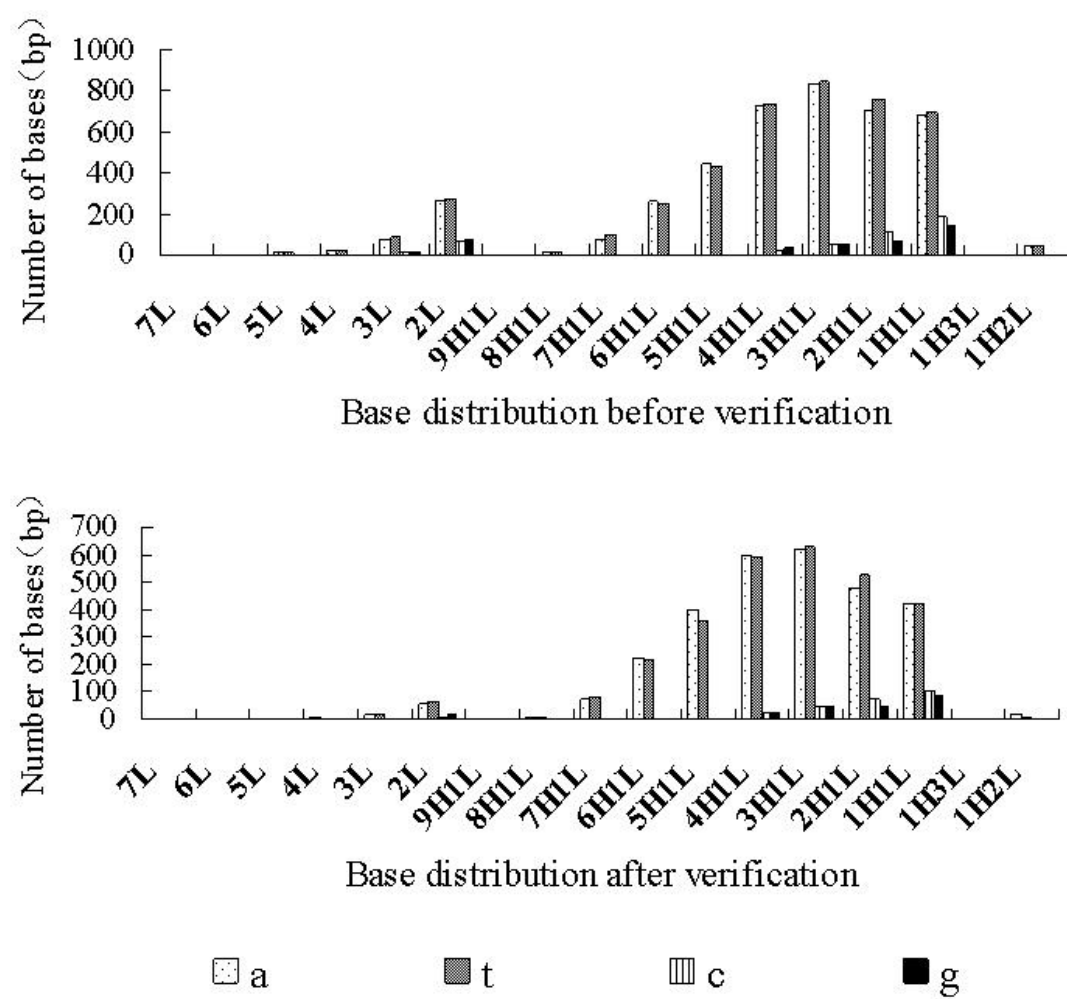

Figure S2

# Supplementary material for: Comparative genomic and transcriptomic analysis revealed genetic characteristics related to solvent formation and xylose utilization in Clostridium acetobutylicum EA 2018
**Source:** BMC Genomics. 2011 Feb 2;12:93. doi: 10.1186/1471-2164-12-93
**Supplement:** Additional file 2 — Weak region verification primers. The file lists the primers used in genome weak region verification procedure.

## Additional file 2. Weak region verification primers

\* The location in genome: the number means the primer starting sites in EA 2018 genome. “p” indicates large plasmid in EA 2018.

# Supplementary material for: Comparative genomic and transcriptomic analysis revealed genetic characteristics related to solvent formation and xylose utilization in Clostridium acetobutylicum EA 2018
**Source:** BMC Genomics. 2011 Feb 2;12:93. doi: 10.1186/1471-2164-12-93
**Supplement:** Additional file 3 — Variation places between EA 2018 and ATCC 824 verification primers. This file lists the verification primers for all of the indels sites and SNVs sites found between EA 2018 and ATCC 824.

### Additional file 3. Variation places between EA 2018 and ATCC 824 verification primers

| Name          | Sequence            | Location in genome * | Name           | Sequence            | Location in genome * |
|---------------|---------------------|----------------------|----------------|---------------------|----------------------|
| CEA_Homo1-p1  | GATTCTGCCAACCTTTA   | 12                   | CEA_Homo224-p2 | CACCCATTAAATTGTCC   | 1907275              |
| CEA_Homo1-p2  | TTTGTCCACAGTTCATT   | 483                  | CEA_Homo225-p1 | GGCTCTAACTCTTTCTC   | 1910090              |
| CEA_Homo2-p1  | TACGGAAGAAGCAAGAG   | 23727                | CEA_Homo225-p2 | ATGCCTTCTACTATTTTC  | 1910810              |
| CEA_Homo2-p2  | ATGACCATCGGCAATAT   | 24303                | CEA_Homo226-p1 | TTTTGGGCAGAAACCTA   | 1911543              |
| CEA_Homo3-p1  | CAAACCGTAGATAAAACC  | 71395                | CEA_Homo226-p2 | TTAATAATGGCCTCACT   | 1912168              |
| CEA_Homo3-p2  | CTAACGCAAACCTGTAA   | 72287                | CEA_Homo227-p1 | AAAGGGGAATGGAGGTA   | 1913808              |
| CEA_Homo4-p1  | GTTATCCAAAACCATAC   | 75776                | CEA_Homo227-p2 | AAGGGTCTTGAAATCG    | 1914446              |
| CEA_Homo4-p2  | GAGTTTATTCTGCTTATC  | 76288                | CEA_Homo228-p1 | TATCTTCGCTAATGGTT   | 1919569              |
| CEA_Homo5-p1  | GCAGAAAGCATAAAGAG   | 88438                | CEA_Homo228-p2 | TTCAAGTAGTGGTGGTA   | 1920403              |
| CEA_Homo5-p2  | TCTTCGCATACAAATAC   | 88979                | CEA_Homo229-p1 | TAAAGAAACAGGAAAGG   | 1927596              |
| CEA_Homo6-p1  | TGTAGCAGAAAGCATAA   | 88585                | CEA_Homo229-p2 | TCTATGGTAAGCAGGTA   | 1928106              |
| CEA_Homo6-p2  | AGAGTCGTCCAATTAC    | 89474                | CEA_Homo230-p1 | TTTAGTTACTGAGGCAGAT | 1933042              |
| CEA_Homo7-p1  | AGATGCAGCTACTCTTG   | 120801               | CEA_Homo230-p2 | TTAAGAGCAACGGATTG   | 1933998              |
| CEA_Homo7-p2  | ATTGCGCAATTATCAAC   | 121413               | CEA_Homo231-p1 | CGATTGGTGGAGTTCTA   | 1941178              |
| CEA_Homo8-p1  | GTAAGGTATAGTAAGGGAT | 135640               | CEA_Homo231-p2 | AGTTTGCCTCGTCATAT   | 1941723              |
| CEA_Homo8-p2  | ACCAAGATGAGGCAAAC   | 136130               | CEA_Homo232-p1 | AGTTTATTAGGGACAAC   | 1942459              |
| CEA_Homo9-p1  | TGGAATAAGTGCCTGTA   | 155163               | CEA_Homo232-p2 | GTTAGTATGCCATCAGT   | 1943432              |
| CEA_Homo9-p2  | CAGACGGAATGAGAAGT   | 155695               | CEA_Homo233-p1 | AGTTTATTAGGGACAAC   | 1942475              |
| CEA_Homo10-p1 | GGAGTTTGGCAATGTAA   | 196724               | CEA_Homo233-p2 | GTTAGTATGCCATCAGT   | 1943438              |
| CEA_Homo10-p2 | CACGTCTCTAAAAGGAAA  | 197163               | CEA_Homo234-p1 | TGATGTTAGAGGCTGGTG  | 1956125              |
| CEA_Homo11-p1 | GGAGTTTGGCAATGTAA   | 196774               | CEA_Homo234-p2 | CTTGCTTGGGATGTTGA   | 1956875              |
| CEA_Homo11-p2 | AAGAATGGAGCTGATGG   | 197306               | CEA_Homo235-p1 | TGTTGAGGCTGGTCTTG   | 1959610              |
| CEA_Homo12-p1 | TTGGCATACATCCTTGA   | 205406               | CEA_Homo235-p2 | AATTCTCCTGCCGATT    | 1960580              |
| CEA_Homo12-p2 | GCGTTGCTAAATACCTT   | 205957               | CEA_Homo236-p1 | GGCAAGAGGTATTGTTA   | 1967263              |
| CEA_Homo13-p1 | TGCCACTTCCAACAATA   | 238454               | CEA_Homo236-p2 | TCAATGTCAAGTAAAGC   | 1967769              |
| CEA_Homo13-p2 | CATCTCCGTGAGCCATA   | 238886               | CEA_Homo237-p1 | GCAGGGTAAGAGTATGA   | 1968615              |
| CEA_Homo14-p1 | TGATTTGCTCAACCATT   | 247560               | CEA_Homo237-p2 | ATAGCCTAATCTCCATC   | 1969559              |
| CEA_Homo14-p2 | TCCATTTCGTACCTTC    | 247958               | CEA_Homo238-p1 | TGGGATACCTAAATACG   | 1976403              |
| CEA_Homo15-p1 | TAATGCAGGAACTTTGG   | 249437               | CEA_Homo238-p2 | ATAAACGGAACCTCTTGC  | 1977115              |
| CEA_Homo15-p2 | CACCTCTTGTCCTGCTC   | 250233               | CEA_Homo239-p1 | GTAGAACCCTTAAAGGC   | 1980748              |
| CEA_Homo16-p1 | ATTCTACGGAAAGGATA   | 269362               | CEA_Homo239-p2 | TCTTGCATAGCTTCCGT   | 1981315              |
| CEA_Homo16-p2 | ACCATTAGTACAAAGCT   | 270187               | CEA_Homo240-p1 | TCAAAAGAAGAAGGATT   | 1980805              |
| CEA_Homo17-p1 | GTGGGTGTGTGATGGTA   | 270050               | CEA_Homo240-p2 | ACTTCTTCAAGGGTTA    | 1981441              |
| CEA_Homo17-p2 | ATAACGCCAGGAAGTAA   | 270437               | CEA_Homo241-p1 | TAGCGCCTGCATCAATA   | 1987707              |
| CEA_Homo18-p1 | ATCAAATAAACTTCCAGAG | 305882               | CEA_Homo241-p2 | AAGTAGGGCGAGGAACA   | 1988355              |
| CEA_Homo18-p2 | CAGAAGGAAATCCAATC   | 306301               | CEA_Homo242-p1 | ATCTCATCCTTGCTTAT   | 1992496              |
| CEA_Homo19-p1 | TACCTGCATAGTCAAAG   | 321271               | CEA_Homo242-p2 | GAGGGTATTATGTTACTT  | 1993103              |
| CEA_Homo19-p2 | TGTTCTTATCCACCTCT   | 321790               | CEA_Homo243-p1 | ATTCTTAAAGTTTCTAAC  | 1995829              |
| CEA_Homo20-p1 | ATAGGAACAGCTCCTTA   | 322835               | CEA_Homo243-p2 | TTCAATACAAGCATACG   | 1996352              |

|               |                     |        |                |                     |         |
|---------------|---------------------|--------|----------------|---------------------|---------|
| CEA_Homo20-p2 | ATTGAATCCATCACATC   | 323221 | CEA_Homo244-p1 | TGAAGGCTTCACCTCTG   | 2012847 |
| CEA_Homo21-p1 | ATTTGCTCACCATCTAC   | 363920 | CEA_Homo244-p2 | GGTTGTGATGCTATGGG   | 2013558 |
| CEA_Homo21-p2 | AACATTTTCGACACTTTG  | 364409 | CEA_Homo245-p1 | TTTTCTGCCATGTCAAT   | 2014290 |
| CEA_Homo22-p1 | GTATCGTTTGATTTATC   | 377944 | CEA_Homo245-p2 | GCGGTGGAGTAATAGTT   | 2014831 |
| CEA_Homo22-p2 | GATGAAATTAAGATACC   | 378362 | CEA_Homo246-p1 | AAAAGAAATTCGGATGC   | 2016858 |
| CEA_Homo23-p1 | GGGGACTTGATATTCTA   | 423461 | CEA_Homo246-p2 | CAAAATGGTACGGACTG   | 2016580 |
| CEA_Homo23-p2 | GAGACATTAAAGCCCTC   | 424001 | CEA_Homo247-p1 | ATCTATCATGCGCCATAC  | 2019131 |
| CEA_Homo24-p1 | AAATGTATGAGCTTGTTAG | 423624 | CEA_Homo247-p2 | GAACTTCCGATTTCGTTT  | 2019825 |
| CEA_Homo24-p2 | TTATCCTGCTTATTCTG   | 424484 | CEA_Homo248-p1 | TACCCAATGGTCTAAAT   | 2029175 |
| CEA_Homo25-p1 | TTTGCTATGGATAAGAG   | 425458 | CEA_Homo248-p2 | AAGTGGGACCCCTCAACC  | 2029694 |
| CEA_Homo25-p2 | TAAAATCTACACCTGCT   | 425827 | CEA_Homo249-p1 | TTGCCTCTATCTGTGAA   | 2042755 |
| CEA_Homo26-p1 | TGTTTATTGGGAAAATAG  | 433535 | CEA_Homo249-p2 | CTTGAAGAACCCTATCC   | 2043315 |
| CEA_Homo26-p2 | CTTTGCCAAAAGTAATT   | 433993 | CEA_Homo250-p1 | GGCATAATTCCCACCAC   | 2043868 |
| CEA_Homo27-p1 | GGAAGTAGTTGTAATCA   | 438844 | CEA_Homo250-p2 | TACGCAAGCAGGTTTCT   | 2044514 |
| CEA_Homo27-p2 | ACTACGTTCCCTTATTTA  | 439317 | CEA_Homo251-p1 | TGCATACTGTATTTGCTC  | 2048198 |
| CEA_Homo28-p1 | TATTCTACTATGGGCTTCC | 440440 | CEA_Homo251-p2 | TCAGATTGTTGCGTTAG   | 2049071 |
| CEA_Homo28-p2 | CACCTCCTAATACAAAGAT | 440952 | CEA_Homo252-p1 | TATGAATGCCCTATCTT   | 2050748 |
| CEA_Homo29-p1 | CCCCACTCCTACTACAA   | 440486 | CEA_Homo252-p2 | GAGGCTTTAGAGCTTCT   | 2051319 |
| CEA_Homo29-p2 | ATCAATTCTTCCGCTCT   | 441258 | CEA_Homo253-p1 | ATTCCAAGCCACATACA   | 2061971 |
| CEA_Homo30-p1 | AATCCTGGCAAGTATGA   | 443181 | CEA_Homo253-p2 | AAGGCAGATTTGAGCAGT  | 2062493 |
| CEA_Homo30-p2 | GCTTTAGCGTTGTAGCT   | 443886 | CEA_Homo254-p1 | TTATGACGAACCCCTAT   | 2063963 |
| CEA_Homo31-p1 | AATCCTGGCAAGTATGA   | 443181 | CEA_Homo254-p2 | ACTTGCCTCAGGATTAT   | 2064635 |
| CEA_Homo31-p2 | GCTTTAGCGTTGTAGCT   | 443886 | CEA_Homo255-p1 | CTTTCCACGATTAGGT    | 2068349 |
| CEA_Homo32-p1 | ACCAGCCTTCAGTGTTG   | 448916 | CEA_Homo255-p2 | AGGATAGAAGGAGGTCA   | 2069114 |
| CEA_Homo32-p2 | TTGGCGGTATGAGTTTT   | 449742 | CEA_Homo256-p1 | TTAAGGATTTAGCGAAGC  | 2079665 |
| CEA_Homo33-p1 | GAAGGAACAGAACAAGA   | 451404 | CEA_Homo256-p2 | TGTAGATTGTGGCGTAG   | 2080551 |
| CEA_Homo33-p2 | GGTAAAGCAGGTAGATA   | 452055 | CEA_Homo257-p1 | GTCTTACAAAGCTCCTA   | 2085533 |
| CEA_Homo34-p1 | ACTTCGAGTTACGCTAT   | 452402 | CEA_Homo257-p2 | ATAATGCCTAAAGTTGG   | 2086261 |
| CEA_Homo34-p2 | ATGTACTTTGTCACCCT   | 452866 | CEA_Homo258-p1 | CCTCCTTTGAACCATTT   | 2092273 |
| CEA_Homo35-p1 | GCAATCTACTTGTCTTA   | 456928 | CEA_Homo258-p2 | AAGACTCCCATCCACTA   | 2093050 |
| CEA_Homo35-p2 | GATACAGGAATACCTCT   | 457432 | CEA_Homo259-p1 | CATCATCGCAATTAGTA   | 2094536 |
| CEA_Homo36-p1 | GTGCCTGGGGCTGTAAA   | 460989 | CEA_Homo259-p2 | AAGCGTTAGATAGGTTA   | 2095255 |
| CEA_Homo36-p2 | TCAAACGCATCATGTCC   | 461586 | CEA_Homo260-p1 | TTTCAATAAAGCTCCTG   | 2096313 |
| CEA_Homo37-p1 | TCCCATAAAAGCTATTG   | 503723 | CEA_Homo260-p2 | AAAGTTGTTGGGTAATC   | 2096858 |
| CEA_Homo37-p2 | TACATTCAAGCCAAGTT   | 504190 | CEA_Homo261-p1 | CCCACAGTTCAAGTAAA   | 2099664 |
| CEA_Homo38-p1 | GCTCAACCGAAATGTTA   | 513217 | CEA_Homo261-p2 | GATAGATATGGTGCTGA   | 2100320 |
| CEA_Homo38-p2 | TTGCTTTTCTTTCTCCTTA | 513761 | CEA_Homo262-p1 | GCTTCCTTATTTCCTAC   | 2113227 |
| CEA_Homo39-p1 | ATAGAATATGGCTTTATGG | 514086 | CEA_Homo262-p2 | CTCTTACTTTGTTTCCA   | 2114060 |
| CEA_Homo39-p2 | ACAACCTCATCCCTCTG   | 514582 | CEA_Homo263-p1 | CGCTTTTACTACATACG   | 2116238 |
| CEA_Homo40-p1 | TACACCAACTAAAGCAA   | 519766 | CEA_Homo263-p2 | CACAAATACATAACTGCTT | 2116830 |
| CEA_Homo40-p2 | TACCAAAGCAGTATCAA   | 520295 | CEA_Homo264-p1 | ACTTACCAGAAACAATC   | 2127404 |
| CEA_Homo41-p1 | TCTAAGATGTCCGATTT   | 519783 | CEA_Homo264-p2 | GTTGATGATTTAGATGG   | 2128119 |
| CEA_Homo41-p2 | TTCTAACACCTTATCCC   | 520527 | CEA_Homo265-p1 | CCCCTAGATCCTTTATC   | 2135274 |
| CEA_Homo42-p1 | AGGCAGCTTTAATAAATGG | 557841 | CEA_Homo265-p2 | TGTTGTGGCAGACTTAT   | 2135755 |

|               |                     |        |                |                     |         |
|---------------|---------------------|--------|----------------|---------------------|---------|
| CEA_Homo42-p2 | AGCAACCGCAGGAGTAG   | 558641 | CEA_Homo266-p1 | AAACTGTCCGCATCCTT   | 2149727 |
| CEA_Homo43-p1 | TTAATGTAGCGACTCCG   | 573002 | CEA_Homo266-p2 | ATTCATGGGCTTTGGTG   | 2150426 |
| CEA_Homo43-p2 | GCTATCTGCCTTTATTGTT | 573866 | CEA_Homo267-p1 | CGCCCTGAAGTGGATTA   | 2155168 |
| CEA_Homo44-p1 | CCGCTTATAGCGACTAAC  | 587661 | CEA_Homo267-p2 | GCGGAGGATTTAGATGAA  | 2155877 |
| CEA_Homo44-p2 | CAACCTCACCGTAGGAA   | 588356 | CEA_Homo268-p1 | GTGAAACGGGCTTTATT   | 2158037 |
| CEA_Homo45-p1 | AGATTAGCCATTCGTTT   | 600140 | CEA_Homo268-p2 | GAGGACCTTATGCAAGAA  | 2158677 |
| CEA_Homo45-p2 | AAGTCTCGCATTCAGTA   | 601153 | CEA_Homo269-p1 | TATCTTCCATGTAGTCA   | 2160681 |
| CEA_Homo46-p1 | GTTATGACGAAAGGTGGAG | 606779 | CEA_Homo269-p2 | TAAGTTCAAAGGATGTG   | 2161626 |
| CEA_Homo46-p2 | TTCAAACCCGTAAATGC   | 607662 | CEA_Homo270-p1 | TGAAAAGCAAGACCTAA   | 2181755 |
| CEA_Homo47-p1 | TCATATTCTCATGGCTTGT | 608768 | CEA_Homo270-p2 | TGTGAGCAGTATGGA     | 2182547 |
| CEA_Homo47-p2 | CCTCTACCGTTTCTTCC   | 609549 | CEA_Homo271-p1 | ATGAGCCTGTCTTTGGA   | 2193176 |
| CEA_Homo48-p1 | CGTATGATTTATGGAGCAA | 614198 | CEA_Homo271-p2 | TTAAATTGGGACACCGT   | 2193631 |
| CEA_Homo48-p2 | CGCACAGGCTATCTTTT   | 614730 | CEA_Homo272-p1 | CTTAACCTCAATTCCAT   | 2195985 |
| CEA_Homo49-p1 | AAGATGAAGGCTGGTAC   | 632177 | CEA_Homo272-p2 | GAGTGC GGTAACATAGA  | 2196666 |
| CEA_Homo49-p2 | TAAAGGTTACTTGTGCC   | 632622 | CEA_Homo273-p1 | CTCTAAAATCCTTACCA   | 2196668 |
| CEA_Homo50-p1 | CTGCGGCTAGTGAAGAG   | 633962 | CEA_Homo273-p2 | TTCAAGGAAATATGAGA   | 2197366 |
| CEA_Homo50-p2 | AAACCAGCCTTGGAAC    | 634612 | CEA_Homo274-p1 | AAACTGAATACCTCGTT   | 2201132 |
| CEA_Homo51-p1 | AAAGAGGGAAGAGTTCA   | 656228 | CEA_Homo274-p2 | TTTAGACATTAGGCTTG   | 2201997 |
| CEA_Homo51-p2 | GTATGGGCATAAGCATT   | 656760 | CEA_Homo275-p1 | TTCCTTAACATTTGCTA   | 2201444 |
| CEA_Homo52-p1 | GTGGGAAAGAAATGTAA   | 674872 | CEA_Homo275-p2 | AAGTGTCTCCAGGTAGT   | 2202056 |
| CEA_Homo52-p2 | AAGACTGCCACAAATAA   | 675708 | CEA_Homo276-p1 | CCTTTGACTTCTCCTTT   | 2201468 |
| CEA_Homo53-p1 | AGGAAAAGAGTACAGGA   | 675544 | CEA_Homo276-p2 | TTCCGCTGCTTACTATA   | 2202069 |
| CEA_Homo53-p2 | CAAATACAAGAAGCCAC   | 676091 | CEA_Homo277-p1 | CTAACTCCACCCATTAC   | 2205081 |
| CEA_Homo54-p1 | TCGTTAGGCCACTTTAT   | 681406 | CEA_Homo277-p2 | GACTTAGTTTGGCATCA   | 2205715 |
| CEA_Homo54-p2 | GAGCCCTCTGCATCTTT   | 682275 | CEA_Homo278-p1 | AGGAGCAAGCAAAGGAG   | 2224609 |
| CEA_Homo55-p1 | AGAGCTATCCCTCAAAT   | 693283 | CEA_Homo278-p2 | ACCAGCGGTTAAGAAGC   | 2225244 |
| CEA_Homo55-p2 | AGAGTTCCTTTCTCTAC   | 693780 | CEA_Homo279-p1 | TTGTTGGTGCTGTAAGT   | 2230661 |
| CEA_Homo56-p1 | ATTAGACTTTGGAGCAT   | 719291 | CEA_Homo279-p2 | ATCTGTATCTGGGTTTT   | 2231268 |
| CEA_Homo56-p2 | AATGGCTAAGTGTATGG   | 719958 | CEA_Homo280-p1 | CATAACGCCAAGACCAT   | 2240864 |
| CEA_Homo57-p1 | AGAATTTGAGCCTACAT   | 722808 | CEA_Homo280-p2 | AGCAGCTTTAATTCACT   | 2241371 |
| CEA_Homo57-p2 | ATTACAGAGGGAACCTG   | 723487 | CEA_Homo281-p1 | CCCGCATTACGAACCTAT  | 2246838 |
| CEA_Homo58-p1 | AGAATTTGAGCCTACAT   | 722867 | CEA_Homo281-p2 | TCAAAGGATGACAACACTG | 2247195 |
| CEA_Homo58-p2 | ATTACAGAGGGAACCTG   | 723578 | CEA_Homo282-p1 | CCAAGTGGCATCAATAT   | 2249601 |
| CEA_Homo59-p1 | GCAGAAGCAAATAGAAC   | 750629 | CEA_Homo282-p2 | TCAAGAGGTGGAGAAGA   | 2250557 |
| CEA_Homo59-p2 | CAGAAGAACAATGGAAT   | 751176 | CEA_Homo283-p1 | GCATCCAAGTCCAAATA   | 2258252 |
| CEA_Homo60-p1 | CCCATTGGTTGAAATAC   | 753107 | CEA_Homo283-p2 | GAAACTCTAAACCAAGA   | 2258852 |
| CEA_Homo60-p2 | ATTCTGGTTCAGGCACT   | 753718 | CEA_Homo284-p1 | TGACTGCGCTAGTGATA   | 2352138 |
| CEA_Homo61-p1 | ATAGATTACGAATGTATGG | 760777 | CEA_Homo284-p2 | GTGCCTTCTGAAATAAA   | 2353016 |
| CEA_Homo61-p2 | TGCATTAGCCTCAATAA   | 761323 | CEA_Homo285-p1 | AAAAGGCTCAAACCTCA   | 2353442 |
| CEA_Homo62-p1 | ATGGTACAAGCCACAAA   | 766625 | CEA_Homo285-p2 | AATTTAGCAGCAATACC   | 2354252 |
| CEA_Homo62-p2 | TGCGTAATCCGAGTTAG   | 767638 | CEA_Homo286-p1 | ACTGAATTGCAGCGTAA   | 2358824 |
| CEA_Homo63-p1 | GAAGATGCAGCTAAAGT   | 783491 | CEA_Homo286-p2 | ATTGGGTGTTGAGAAGG   | 2359356 |
| CEA_Homo63-p2 | ATGGTCTCCCAAGTTTT   | 784148 | CEA_Homo287-p1 | GGGAATCTCCAACTCA    | 2363176 |
| CEA_Homo64-p1 | AAAGGGATGATTGGTGT   | 789352 | CEA_Homo287-p2 | GAAGAGGGTGATGAACG   | 2363861 |

|               |                     |         |                |                    |         |
|---------------|---------------------|---------|----------------|--------------------|---------|
| CEA_Homo64-p2 | GCTTGAATATCTGGGTC   | 790058  | CEA_Homo288-p1 | TATACCGCAAGTGTTAC  | 2379805 |
| CEA_Homo65-p1 | GGGAAGATGAAGGTAGA   | 789640  | CEA_Homo288-p2 | CTGGTCTTATGGCAGAT  | 2380758 |
| CEA_Homo65-p2 | GCTTGAATATCTGGGTC   | 790136  | CEA_Homo289-p1 | TTTAAGTGCCTCTACTC  | 2392832 |
| CEA_Homo66-p1 | GATTTTACTATGAGCGG   | 798001  | CEA_Homo289-p2 | TCCTATACTCACTACGG  | 2393888 |
| CEA_Homo66-p2 | TTGTGAACGTGAACAAC   | 798500  | CEA_Homo290-p1 | GGCATATTAGCTGCTTT  | 2397812 |
| CEA_Homo67-p1 | AACAACGACGCTGACTA   | 805674  | CEA_Homo290-p2 | ACAGGTGGGCTCGTTAG  | 2398460 |
| CEA_Homo67-p2 | TTTCTTTCGGAAGGTTA   | 807370  | CEA_Homo291-p1 | AGCATTCTAAGGGTAAG  | 2421462 |
| CEA_Homo68-p1 | TGATAGTAGCAGGATTG   | 810552  | CEA_Homo291-p2 | AAGGGATGAGTGTATTG  | 2422328 |
| CEA_Homo68-p2 | TACTTCACTAGGCACAT   | 813482  | CEA_Homo292-p1 | TGCTTCAATTAGGGTAA  | 2430191 |
| CEA_Homo69-p1 | TTCCGCAATACCACTC    | 831868  | CEA_Homo292-p2 | TTCAGAAGGCTCAGAAA  | 2431087 |
| CEA_Homo69-p2 | AAAAGGCACAAAAGTGT   | 832510  | CEA_Homo293-p1 | ATCTAAGTCATCCGATA  | 2437971 |
| CEA_Homo70-p1 | TGCTTCAAGTAGGTGGA   | 831889  | CEA_Homo293-p2 | TAATAGGAAAAGCGTTG  | 2437662 |
| CEA_Homo70-p2 | TGAAACGCCTACAAACA   | 832738  | CEA_Homo294-p1 | TTTACAGCACTTCTCAG  | 2456842 |
| CEA_Homo71-p1 | CCAAATAGAGCCTGGAA   | 872834  | CEA_Homo294-p2 | AGTGAAGGAGCAATCTA  | 2457822 |
| CEA_Homo71-p2 | TGCAAAGAGGTGGAAAC   | 873482  | CEA_Homo295-p1 | GGTTTAGGAAATGTTGT  | 2463883 |
| CEA_Homo72-p1 | CATTCCAACACCAGCAA   | 873924  | CEA_Homo295-p2 | AAAGTTGGCAGATAGTA  | 2464436 |
| CEA_Homo72-p2 | TGACGATTAGGCAGACA   | 874556  | CEA_Homo296-p1 | TTTCTTCCCTTTGTTC   | 2466595 |
| CEA_Homo73-p1 | AGCCTAAAGAGTATCCA   | 878229  | CEA_Homo296-p2 | GTATGGTTCATCCCAAT  | 2467386 |
| CEA_Homo73-p2 | TCTATTCTATGCCAAGT   | 879019  | CEA_Homo297-p1 | TAGGCAATACTACAACA  | 2476454 |
| CEA_Homo74-p1 | GTAGAACACGACTTTGGAA | 882175  | CEA_Homo297-p2 | CACCGTCATAAACAGGA  | 2477554 |
| CEA_Homo74-p2 | CTTGATTACCGGACACC   | 882821  | CEA_Homo298-p1 | TGTCATTATGCCACCTA  | 2481492 |
| CEA_Homo75-p1 | TACTTTAACATTGACCCAC | 890670  | CEA_Homo298-p2 | TGGGATAATAGCAAGAG  | 2482040 |
| CEA_Homo75-p2 | GAATACGACGAAGCAAA   | 891230  | CEA_Homo299-p1 | AATCAATCCGCCGTTAT  | 2481781 |
| CEA_Homo76-p1 | AGTTGGCTTGAAGAGGA   | 904654  | CEA_Homo299-p2 | TACTTCAATGGCCGTCT  | 2482460 |
| CEA_Homo76-p2 | ACAAAGGATGGAGGAAT   | 905573  | CEA_Homo300-p1 | TTCTCTCGAAGATTTAC  | 2484926 |
| CEA_Homo77-p1 | ATATTGCATATGTAAGG   | 932713  | CEA_Homo300-p2 | AAGCATCACAACCGTAT  | 2485554 |
| CEA_Homo77-p2 | AACCATTTAACTGTACC   | 933391  | CEA_Homo301-p1 | GCTTCGCATTTACATTA  | 2486004 |
| CEA_Homo78-p1 | ATAGAAGCCATACCTGA   | 942952  | CEA_Homo301-p2 | CACCATCTACGCCTATC  | 2486632 |
| CEA_Homo78-p2 | ACTAAGTCTTTCGATGC   | 943723  | CEA_Homo302-p1 | CTAAGTCCATCCCTGTA  | 2490767 |
| CEA_Homo79-p1 | GTAGTAGGAAGTGAGT    | 946320  | CEA_Homo302-p2 | ATGGCTGATGAGAAGAT  | 2491414 |
| CEA_Homo79-p2 | TCTTATCTGTATTTGGA   | 946820  | CEA_Homo303-p1 | CGAATAAACTTCTCATC  | 2491416 |
| CEA_Homo80-p1 | TATGTCCCTTATTGAT    | 946967  | CEA_Homo303-p2 | GTAAAGGTTGTTTGCT   | 2492066 |
| CEA_Homo80-p2 | GGAACTTTCTAACCTT    | 948020  | CEA_Homo304-p1 | TTTTCTTCTATAAGCTAG | 2510406 |
| CEA_Homo81-p1 | TACTGATAGCATCTTGG   | 959746  | CEA_Homo304-p2 | TCGGATAATAAATGGTA  | 2510927 |
| CEA_Homo81-p2 | TATCACTGCTTCCTATT   | 960278  | CEA_Homo305-p1 | CGACAAATACGGAAGAC  | 2518578 |
| CEA_Homo82-p1 | AGGTTGCTCTTTGGTAC   | 961955  | CEA_Homo305-p2 | CTGTTATTGGCAGCATA  | 2519282 |
| CEA_Homo82-p2 | TTGCTCCTGTCTTTCT    | 962795  | CEA_Homo306-p1 | CTATCGGTTTTTCGTCAC | 2526175 |
| CEA_Homo83-p1 | AGGGTATCCTTAGTGGT   | 973413  | CEA_Homo306-p2 | GAGGCTATTCTTGGAGT  | 2526896 |
| CEA_Homo83-p2 | TTGATCCGGTAAATCTC   | 973930  | CEA_Homo307-p1 | AACTCAATTACACGCTC  | 2527175 |
| CEA_Homo84-p1 | ACCCTGACTCAGGAAGT   | 985070  | CEA_Homo307-p2 | TATAAGCTAGGGGAAAG  | 2527932 |
| CEA_Homo84-p2 | GGTTCCTAGCCTCATTT   | 985559  | CEA_Homo308-p1 | ACTTCCCTTTATTCCA   | 2528079 |
| CEA_Homo85-p1 | GAGGCATCATTAGGAGC   | 1003782 | CEA_Homo308-p2 | ACAGCGTTGTTTTCTTT  | 2528654 |
| CEA_Homo85-p2 | ACCTTTGCCCTATCTTC   | 1004358 | CEA_Homo309-p1 | TTGCCCATAGCAGAAA   | 2530326 |
| CEA_Homo86-p1 | TTGAAACGGAAGGAGTG   | 1011434 | CEA_Homo309-p2 | GTAGTCCAAGTCCCTCA  | 2530901 |

|                |                     |         |                |                    |         |
|----------------|---------------------|---------|----------------|--------------------|---------|
| CEA_Homo86-p2  | AGAACCCATACAGAGCA   | 1012045 | CEA_Homo310-p1 | AAAACATATGGCTAATGG | 2549259 |
| CEA_Homo87-p1  | TGTCAAAGGCGAGATAC   | 1036023 | CEA_Homo310-p2 | ACTACTTGTCCGAATGA  | 2549878 |
| CEA_Homo87-p2  | GGTAAGCGCAGAATAAA   | 1036739 | CEA_Homo311-p1 | ATTCTTCAGCCTTATCC  | 2551614 |
| CEA_Homo88-p1  | GGGAGGAACAAAGGATA   | 1038894 | CEA_Homo311-p2 | AGTTCCTTGTCTTCTA   | 2552282 |
| CEA_Homo88-p2  | ACCGCAGATAACTGAATG  | 1039594 | CEA_Homo312-p1 | TTAGTAAGCGTTTCGTG  | 2553342 |
| CEA_Homo89-p1  | GATGGAAGATAGTAGGT   | 1040828 | CEA_Homo312-p2 | TAAGGCTACTGGGCAAT  | 2554152 |
| CEA_Homo89-p2  | CTTAGACGAATCGTTAG   | 1041430 | CEA_Homo313-p1 | GCTGGATTTGTCTTGG   | 2555226 |
| CEA_Homo90-p1  | CTAGTAGTCCAGCAACA   | 1047468 | CEA_Homo313-p2 | TTATTATGGGTGGCTTT  | 2555986 |
| CEA_Homo90-p2  | CTCCCTCTGAAGATTGT   | 1048317 | CEA_Homo314-p1 | TCTCCTCTACAGCCATT  | 2563741 |
| CEA_Homo91-p1  | CCAGGAGATGTAAATGG   | 1049122 | CEA_Homo314-p2 | ATCATCACATTACCCA   | 2564467 |
| CEA_Homo91-p2  | CTGTCTGTCCACCACTT   | 1049820 | CEA_Homo315-p1 | AAAAGCCGCTTGGGTA   | 2564414 |
| CEA_Homo92-p1  | AGGCAATCCTGGAGACT   | 1059914 | CEA_Homo315-p2 | TCACCGCAAGCGTAGAT  | 2565133 |
| CEA_Homo92-p2  | CCTTGGCTTTGAACTGA   | 1060758 | CEA_Homo316-p1 | AACAGCCTTTAACTGCA  | 2568029 |
| CEA_Homo93-p1  | AACCCAACACCAGATGA   | 1065136 | CEA_Homo316-p2 | TTCACCATTATCCCATC  | 2568758 |
| CEA_Homo93-p2  | TATAACGCAGCAGCCAC   | 1065727 | CEA_Homo317-p1 | TTTCATAGTTTCCCTCC  | 2571930 |
| CEA_Homo94-p1  | GCAGAATTGGCGGATAA   | 1080050 | CEA_Homo317-p2 | AAGTCAAATGGCTTCTC  | 2572774 |
| CEA_Homo94-p2  | AAGAGCAGCCGTTCTTA   | 1080518 | CEA_Homo318-p1 | TTCTTTACATGGGTAC   | 2575172 |
| CEA_Homo95-p1  | ATAGGATTGAAGGAACT   | 1088743 | CEA_Homo318-p2 | ACATTTGGCTTTGAGTA  | 2575857 |
| CEA_Homo95-p2  | ATTAAGGTTACTATTCC   | 1089388 | CEA_Homo319-p1 | ATTCCATCTTCTGATTC  | 2577239 |
| CEA_Homo96-p1  | CATCGCTTCCGTTATTT   | 1100782 | CEA_Homo319-p2 | TAAGTAAAGAGCAGGTT  | 2577806 |
| CEA_Homo96-p2  | TGGTTTCGGGTATTAGA   | 1101536 | CEA_Homo320-p1 | GCTATGGGCTGTAAATT  | 2582816 |
| CEA_Homo97-p1  | GACCGGGATGGACTGAC   | 1109282 | CEA_Homo320-p2 | AGTATGGAGACGGTGAA  | 2583429 |
| CEA_Homo97-p2  | CTGCTGCTTCATACTCTTG | 1109897 | CEA_Homo321-p1 | TGATGGTCACGGAGAAG  | 2583701 |
| CEA_Homo98-p1  | CTTCGTTTGGTACAGAT   | 1111965 | CEA_Homo321-p2 | TTGAGTTAAGCCAAAGG  | 2584411 |
| CEA_Homo98-p2  | AGAATTCCCTTTTAATCG  | 1112511 | CEA_Homo322-p1 | TTCCCTCAGTAACCTCA  | 2588381 |
| CEA_Homo99-p1  | GCAAACATTTAGAAGTT   | 1113322 | CEA_Homo322-p2 | TTGTCGCCCAGTAAAC   | 2589061 |
| CEA_Homo99-p2  | GTAGTTATCTGTGGGAA   | 1113991 | CEA_Homo323-p1 | TATAGAAAAGCGACAGA  | 2598090 |
| CEA_Homo100-p1 | TGAAGCAGCAGATAAGA   | 1117896 | CEA_Homo323-p2 | GATTCAAATAGTCAAGC  | 2598938 |
| CEA_Homo100-p2 | CCGCTCCACTATTTACAG  | 1118358 | CEA_Homo324-p1 | CAATATCCCTCTTATCC  | 2602287 |
| CEA_Homo101-p1 | ACCTACATCAGGACCTT   | 1135987 | CEA_Homo324-p2 | TTTGTAGTGGCTTCATT  | 2602903 |
| CEA_Homo101-p2 | TTACATCATAACCAGCC   | 1136614 | CEA_Homo325-p1 | AAAATAGAGGCATAGGA  | 2627511 |
| CEA_Homo102-p1 | TATCGTTGGTATCTTAC   | 1139999 | CEA_Homo325-p2 | TTTGATAGTGTAGGGT   | 2628079 |
| CEA_Homo102-p2 | ATCTCCTTTTCTGTAGT   | 1140537 | CEA_Homo326-p1 | GCCTCAATTCTTAGTCC  | 2639768 |
| CEA_Homo103-p1 | GATGTGCTCAAAAGGTG   | 1143402 | CEA_Homo326-p2 | GAGGTGTTACTCCAGCA  | 2640698 |
| CEA_Homo103-p2 | GTTCAAAATCGTCGTAA   | 1144010 | CEA_Homo327-p1 | GCCGTATACTGAACTGC  | 2650969 |
| CEA_Homo104-p1 | AAGACAAGCATAATAACC  | 1148150 | CEA_Homo327-p2 | AATTTGTCCTTTCGGAG  | 2651957 |
| CEA_Homo104-p2 | GTATCGCAATATCAGAATA | 1149126 | CEA_Homo328-p1 | AACTAAACCTGTGGC    | 2684229 |
| CEA_Homo105-p1 | TCGTATTTAAGAGGCAGAA | 1151226 | CEA_Homo328-p2 | GAAGATAGATTGCTCCC  | 2685154 |
| CEA_Homo105-p2 | TGAAGAAACAGGAGCAT   | 1152067 | CEA_Homo329-p1 | TGGAGTGAATTTAGCAT  | 2699337 |
| CEA_Homo106-p1 | TTACCACATGATAATATG  | 1157190 | CEA_Homo329-p2 | TGTTTTAGGGTTAGCAA  | 2699866 |
| CEA_Homo106-p2 | TACTGCTCTAGCAACTA   | 1157818 | CEA_Homo330-p1 | TGTTACCATTGCAGTAT  | 2714146 |
| CEA_Homo107-p1 | CTATTGTCGCTGCGTGTA  | 1160306 | CEA_Homo330-p2 | AGGAGTAGGCTTTAGTT  | 2714880 |
| CEA_Homo107-p2 | ATCTGTAAGGGTTGGTG   | 1161218 | CEA_Homo331-p1 | CTATTACTCCCATCAA   | 2721850 |
| CEA_Homo108-p1 | TATTTGTGGGACGTTGA   | 1167604 | CEA_Homo331-p2 | CCGATATTATACGAAAG  | 2722670 |

|                |                     |         |                |                     |         |
|----------------|---------------------|---------|----------------|---------------------|---------|
| CEA_Homo108-p2 | AAGCGCACTCCTCTTAT   | 1168442 | CEA_Homo332-p1 | GAGCGAATCCAATACAT   | 2729826 |
| CEA_Homo109-p1 | TTGTATCAGCATCGTTT   | 1173355 | CEA_Homo332-p2 | AAACAACCCTAACAGAA   | 2730562 |
| CEA_Homo109-p2 | CTTCCCCTTAGATTGTT   | 1173872 | CEA_Homo333-p1 | TCGTTGTGCGTTCACTC   | 2738771 |
| CEA_Homo110-p1 | TGTGGTTCAAGAACTT    | 1174562 | CEA_Homo333-p2 | GACGCTTCAAGCAATAC   | 2739490 |
| CEA_Homo110-p2 | ATCCAGAATAACTGCTG   | 1175137 | CEA_Homo334-p1 | CAAGCATAAGCCCACTG   | 2741633 |
| CEA_Homo111-p1 | AGGGACTTGAGTTTGAT   | 1175858 | CEA_Homo334-p2 | CGTTCATGTTCAACCACC  | 2742269 |
| CEA_Homo111-p2 | TGTATGCTGCACGACTA   | 1176461 | CEA_Homo335-p1 | TTCAGGATAAGCAACTG   | 2752206 |
| CEA_Homo112-p1 | TTATTACGGTAGTTGTTTC | 1186512 | CEA_Homo335-p2 | GCTAATAAAGAACCAAAG  | 2752845 |
| CEA_Homo112-p2 | GGTTTGATTGTATTTGG   | 1187036 | CEA_Homo336-p1 | TTATCAAGAACACCAGCAT | 2757191 |
| CEA_Homo113-p1 | AATAAAGGTGTAAAACTGG | 1195855 | CEA_Homo336-p2 | CAGGAGGAAATACCTACAA | 2757887 |
| CEA_Homo113-p2 | CTACCCGCCATACCAAC   | 1195383 | CEA_Homo337-p1 | TATCCTCCTCAGTGTC    | 2757505 |
| CEA_Homo114-p1 | GAAAAGTGGGGAAAGTA   | 1217311 | CEA_Homo337-p2 | AAACATGGGAGTAGTTG   | 2758369 |
| CEA_Homo114-p2 | TATAACCTCGTTGTCGT   | 1217883 | CEA_Homo338-p1 | ATATGCTCCTCCTCCCC   | 2776942 |
| CEA_Homo115-p1 | CCCCACTTATAGTGTC    | 1224111 | CEA_Homo338-p2 | TCGGCATCAGGATACTCAG | 2777549 |
| CEA_Homo115-p2 | AATAATCTCCCACTCC    | 1225055 | CEA_Homo339-p1 | ATCCCCTAAATGTATGA   | 2780657 |
| CEA_Homo116-p1 | ATTTAGGAAAAGCAACTAC | 1239692 | CEA_Homo339-p2 | AATTGTGCTAAGTTGCT   | 2781398 |
| CEA_Homo116-p2 | CATTTATTGACTGACCG   | 1240676 | CEA_Homo340-p1 | AAACATCTTTCCCTCCA   | 2795664 |
| CEA_Homo117-p1 | TAAATGGATGGGCAAAC   | 1242039 | CEA_Homo340-p2 | ACCTAAGTTCGCCACAG   | 2796595 |
| CEA_Homo117-p2 | AAATCCTCACCTAACA    | 1242984 | CEA_Homo341-p1 | GGAGGTCTTTATTTATG   | 2801624 |
| CEA_Homo118-p1 | GGGATTCTTTAGAGCCA   | 1255844 | CEA_Homo341-p2 | GTATCTTGATTACCTTGA  | 2802107 |
| CEA_Homo118-p2 | AAACCTTATCGCCTTCC   | 1256605 | CEA_Homo342-p1 | TAAATGCAGCGAAGAAA   | 2802424 |
| CEA_Homo119-p1 | GCTTCAAGGGCAATAGA   | 1259745 | CEA_Homo342-p2 | ATAGCGTTGTGCGGAAG   | 2803017 |
| CEA_Homo119-p2 | TAGCCAAATAGCATAGTT  | 1260480 | CEA_Homo343-p1 | TATTGCTCCATTCCTAT   | 2804842 |
| CEA_Homo120-p1 | AGTTGGTATTTGCTGAG   | 1279751 | CEA_Homo343-p2 | GTTTCTTTCCGTATCTT   | 2805624 |
| CEA_Homo120-p2 | TTGGGACATAGTATTCTTA | 1280422 | CEA_Homo344-p1 | TGTCTTTTGAAAGGGAT   | 2823633 |
| CEA_Homo121-p1 | GCATTAAGATAATCGAG   | 1293955 | CEA_Homo344-p2 | TGAATATGGCAGGATGT   | 2824138 |
| CEA_Homo121-p2 | GTGTTTTACAAAAGGGT   | 1294695 | CEA_Homo345-p1 | ACCGCTCTTAGTAGTCT   | 2828179 |
| CEA_Homo122-p1 | TCATTTAACCGATAGAG   | 1307592 | CEA_Homo345-p2 | TTCTACGTCCATAAAGT   | 2828894 |
| CEA_Homo122-p2 | GTTTCCGTTCTACTTT    | 1308344 | CEA_Homo346-p1 | TTTCTTGTTGGCAAACAC  | 2839877 |
| CEA_Homo123-p1 | TGAGATTATTGAAACGGAT | 1332221 | CEA_Homo346-p2 | AGCAGTTACATGGCGTA   | 2840562 |
| CEA_Homo123-p2 | GCATTAGGGTACAGACT   | 1333093 | CEA_Homo347-p1 | TTCCCATGATAGGTATT   | 2849180 |
| CEA_Homo124-p1 | AATGAAGCGTATAGTATGG | 1333270 | CEA_Homo347-p2 | TTTATGTGGTGGATTGT   | 2849810 |
| CEA_Homo124-p2 | TAGGCATTATTACAGATGG | 1333943 | CEA_Homo348-p1 | TTTTAGATACGCCCTCAG  | 2849527 |
| CEA_Homo125-p1 | AGAAAAGGAAGGTATTA   | 1334716 | CEA_Homo348-p2 | TTGGCTTGATGTAGGA    | 2850305 |
| CEA_Homo125-p2 | TTACAAGCCTGCTCACT   | 1335402 | CEA_Homo349-p1 | GTTACCTTCGCACTCCA   | 2857031 |
| CEA_Homo126-p1 | TCTAATGTTATTGGGAAAG | 1336382 | CEA_Homo349-p2 | AGGCTGCTTTATTTCTGT  | 2857622 |
| CEA_Homo126-p2 | ATCTGCACTACAGTTGAT  | 1337296 | CEA_Homo350-p1 | AACCTCCACAGCTCCAT   | 2861274 |
| CEA_Homo127-p1 | AAGTTACCCAAATCCAG   | 1347191 | CEA_Homo350-p2 | TTAAGTGAACGCTCAAA   | 2862030 |
| CEA_Homo127-p2 | TTTCTCCCTTCTTCCAC   | 1348004 | CEA_Homo351-p1 | AGCTACTTTAGGGTTAA   | 2884670 |
| CEA_Homo128-p1 | GAAACAAGGTAAAAGCC   | 1349749 | CEA_Homo351-p2 | CATAGAATAAATGGAGG   | 2885391 |
| CEA_Homo128-p2 | CGAAAATAATCCCAATC   | 1350449 | CEA_Homo352-p1 | GACACCATAACCGAAAC   | 2886428 |
| CEA_Homo129-p1 | TCAATCGTAACTCTTTG   | 1358842 | CEA_Homo352-p2 | AAGGTGGCATTGAAGTA   | 2887328 |
| CEA_Homo129-p2 | ACTAATCACCACCTTTT   | 1359449 | CEA_Homo353-p1 | CCTCACTTTAATTATTAG  | 2890281 |
| CEA_Homo130-p1 | TGTAGAGTATCGGAAAT   | 1361030 | CEA_Homo353-p2 | TTCTAAGTCTTGCGTTT   | 2890867 |

|                |                     |         |                |                     |         |
|----------------|---------------------|---------|----------------|---------------------|---------|
| CEA_Homo130-p2 | TAGTGGGTTATCATCAA   | 1361828 | CEA_Homo354-p1 | AAATGAATGGAACCCTA   | 2904390 |
| CEA_Homo131-p1 | ACAAAGACGATTTCTATTG | 1362308 | CEA_Homo354-p2 | TCTCCTTGAATGCAGAG   | 2905042 |
| CEA_Homo131-p2 | ATGGATCAGATGGTGGT   | 1363022 | CEA_Homo355-p1 | AGTAATCTTATGGGAGGTA | 2910213 |
| CEA_Homo132-p1 | TACCCATACCAAAAGAA   | 1365148 | CEA_Homo355-p2 | GTCTCATATCCGTGGTC   | 2910914 |
| CEA_Homo132-p2 | CATTAAGTGCAATTACATC | 1366238 | CEA_Homo356-p1 | CTGTAGTTGGATCAGCA   | 2913762 |
| CEA_Homo133-p1 | AAGCAACAGGAGATTTT   | 1369642 | CEA_Homo356-p2 | GAATGAAACTTGGAATG   | 2914357 |
| CEA_Homo133-p2 | ATGGTGGTACTATAACTAA | 1370372 | CEA_Homo357-p1 | TCCTTGTAACCGTGAG    | 2919085 |
| CEA_Homo134-p1 | TCAAATACTTGGCTTAC   | 1374481 | CEA_Homo357-p2 | AATCGCTGTTGTTGAGG   | 2919986 |
| CEA_Homo134-p2 | ATAGCTTCCTACCTTTC   | 1375137 | CEA_Homo358-p1 | AATTCCTCCTAGTAAAT   | 2919896 |
| CEA_Homo135-p1 | TCCAAAGCCGAGTAATG   | 1381262 | CEA_Homo358-p2 | AAGTTTCCCTAGAGTTC   | 2920480 |
| CEA_Homo135-p2 | CGGATGGCAAACAAGAA   | 1381748 | CEA_Homo359-p1 | GAGGAGCACAAAGTAGGC  | 2922136 |
| CEA_Homo136-p1 | ATGCTAATGCAGGAAAG   | 1394416 | CEA_Homo359-p2 | AGATCCAGCGTGTATT    | 2922831 |
| CEA_Homo136-p2 | GAACCGCACTGTAAATG   | 1395082 | CEA_Homo360-p1 | TCCTCAGTTGGCTTTCC   | 2925799 |
| CEA_Homo137-p1 | GCAGGAAAGGCATTTAG   | 1394420 | CEA_Homo360-p2 | ATCAATTCCGTTTCGTC   | 2926385 |
| CEA_Homo137-p2 | TCCCATCAAGCACCATA   | 1395121 | CEA_Homo361-p1 | CTCTTTGTAGCAATCAC   | 2960844 |
| CEA_Homo138-p1 | GGAATACAGGCAATAGG   | 1404919 | CEA_Homo361-p2 | TTGTTGTACCAAGTGAA   | 2961485 |
| CEA_Homo138-p2 | AATTCATAGCCTTCGTT   | 1405852 | CEA_Homo362-p1 | AGAATCCGGCGCTAATA   | 2964618 |
| CEA_Homo139-p1 | ATAAGTGCAGCTTCCAT   | 1413244 | CEA_Homo362-p2 | GAGGAAAGGCTGGTAAT   | 2965490 |
| CEA_Homo139-p2 | TAGGCTTTTGACTTTTCG  | 1413884 | CEA_Homo363-p1 | AATCTCAAATCCTCCCA   | 2974838 |
| CEA_Homo140-p1 | TGCGATAAGATGATAAATG | 1416557 | CEA_Homo363-p2 | GAAAACAGCCAGAAATAA  | 2975742 |
| CEA_Homo140-p2 | TTCGGTTTTTCTCACAGT  | 1417274 | CEA_Homo364-p1 | CCAAACTACATTTCCCTT  | 2993116 |
| CEA_Homo141-p1 | CCTTGGGTAAAGTAGC    | 1418435 | CEA_Homo364-p2 | TGTTTCGGTAAATCAGC   | 2994164 |
| CEA_Homo141-p2 | AGTTCCTTAGCCTCAT    | 1419252 | CEA_Homo365-p1 | CTCCTCCAGATTTACCT   | 2995377 |
| CEA_Homo142-p1 | AAGCAGTAAAGGAAGCT   | 1446247 | CEA_Homo365-p2 | ATTAGCAGGACTCGTTG   | 2995972 |
| CEA_Homo142-p2 | CTCCAATAATAGGTTT    | 1446830 | CEA_Homo366-p1 | CGCTTTTATACTATGTC   | 2997785 |
| CEA_Homo143-p1 | GAATACGATAAGGATAT   | 1451968 | CEA_Homo366-p2 | GAGTGATTTTGTATGGC   | 2998487 |
| CEA_Homo143-p2 | GACTAAACCTGTAAAGCC  | 1452591 | CEA_Homo367-p1 | TACGGTTCTTTTCATTAC  | 3004838 |
| CEA_Homo144-p1 | AGGATTTATTCTCGCAGTA | 1456910 | CEA_Homo367-p2 | TATGGTTCAGCAGGAGT   | 3005526 |
| CEA_Homo144-p2 | CTTTGGTGGAGCTTTGT   | 1457601 | CEA_Homo368-p1 | GATCCCGTATAACCTGT   | 3009333 |
| CEA_Homo145-p1 | GGAAGTGGGAATTGTTC   | 1458414 | CEA_Homo368-p2 | TGTTCCATTCTCACCTA   | 3009936 |
| CEA_Homo145-p2 | GTAAGCATCGGCATAGA   | 1458933 | CEA_Homo369-p1 | ATTCCTGGCACCTTATT   | 3012192 |
| CEA_Homo146-p1 | TATACTCGGTGCTGGTG   | 1466303 | CEA_Homo369-p2 | ATTCGGCTGTGGTAGTT   | 3012796 |
| CEA_Homo146-p2 | TTGGACGTAGTTAAGGTGA | 1467000 | CEA_Homo370-p1 | TTACTATCGGCAACCCA   | 3017442 |
| CEA_Homo147-p1 | AAGAAAAGTAAGCCTATAG | 1468126 | CEA_Homo370-p2 | ACAGACCAAAGGACCAC   | 3018186 |
| CEA_Homo147-p2 | ATCCACTGCAACAATA    | 1468685 | CEA_Homo371-p1 | TATTGCCTGTACTCCAC   | 3024220 |
| CEA_Homo148-p1 | AGCATCTTACCCATTT    | 1478228 | CEA_Homo371-p2 | GACCAAATAGACCACAT   | 3024995 |
| CEA_Homo148-p2 | GAGGACACGCTTTATTC   | 1478882 | CEA_Homo372-p1 | CTCCACCTGTTACGAAT   | 3026545 |
| CEA_Homo149-p1 | TAATAAACGACTTACAGC  | 1489141 | CEA_Homo372-p2 | AAGGCTGATTACGAGAA   | 3027073 |
| CEA_Homo149-p2 | ATCCAGGATGACCAGAC   | 1490306 | CEA_Homo373-p1 | CTCGAATTAGCCGAAGA   | 3031161 |
| CEA_Homo150-p1 | GGCAAAGTCTGGTCATC   | 1490300 | CEA_Homo373-p2 | ACAAGAGGAGCGGTAGA   | 3031753 |
| CEA_Homo150-p2 | CAGCAGAGCCTCCTATT   | 1491349 | CEA_Homo374-p1 | TAAATGCCGGAAACTG    | 3041644 |
| CEA_Homo151-p1 | GCACCATCAAACAAGAC   | 1491371 | CEA_Homo374-p2 | GACTGGTCCAATGAAGA   | 3042554 |
| CEA_Homo151-p2 | AGTAGCTCCATGCGAAA   | 1492335 | CEA_Homo375-p1 | TTCAACACTTGGGAACT   | 3054535 |
| CEA_Homo152-p1 | ATAAGAGCCAGAGTTGC   | 1492037 | CEA_Homo375-p2 | AAAGAATACGCATCAGC   | 3055334 |

|                |                     |         |                |                     |         |
|----------------|---------------------|---------|----------------|---------------------|---------|
| CEA_Homo152-p2 | CTGATAACCCGCTAAAA   | 1492726 | CEA_Homo376-p1 | GATTCTGAAAGCACCCCT  | 3057837 |
| CEA_Homo153-p1 | GGGGTAAATATGGTTTC   | 1492560 | CEA_Homo376-p2 | CAGCCTTTGACTACACCTA | 3058738 |
| CEA_Homo153-p2 | CTAATGCTCCCTCAAGT   | 1493553 | CEA_Homo377-p1 | ACAAGGAGGAAGTGTTA   | 3060150 |
| CEA_Homo154-p1 | GCTTTAAGGCATCAGGG   | 1494469 | CEA_Homo377-p2 | CTATGTTTGGAGGAGAA   | 3061047 |
| CEA_Homo154-p2 | CTTCCGAATCAAGCCAC   | 1495377 | CEA_Homo378-p1 | TGCTGCTGTAATGAGTC   | 3083555 |
| CEA_Homo155-p1 | TTATGGAATCAGAACCT   | 1494840 | CEA_Homo378-p2 | ATGTATTTGTGGGAAGT   | 3084029 |
| CEA_Homo155-p2 | AACAGTAGCAGAAGCAG   | 1495573 | CEA_Homo379-p1 | CATACATAAGTTCCGTG   | 3126216 |
| CEA_Homo156-p1 | AAATCGGTGTCAGGTAA   | 1495045 | CEA_Homo379-p2 | GTTTTAGAATGTGAGCC   | 3127100 |
| CEA_Homo156-p2 | GAAATAGCATCGCAAAC   | 1495771 | CEA_Homo380-p1 | GAATCCTATTTGATTTAC  | 3130984 |
| CEA_Homo157-p1 | TGCTGCTTCTGCTACTG   | 1495539 | CEA_Homo380-p2 | CTCCAGCATTTTATTAGTT | 3131625 |
| CEA_Homo157-p2 | TACTTGCCGAATCTTTT   | 1496211 | CEA_Homo381-p1 | TAAGCACAGCACCTACA   | 3135703 |
| CEA_Homo158-p1 | ATGGAGGTTGCATAAGT   | 1496287 | CEA_Homo381-p2 | AGGATAGACTCGGAAGG   | 3136472 |
| CEA_Homo158-p2 | TAGGAGCTACAGGAATT   | 1497263 | CEA_Homo382-p1 | TTGTCAGGGAACAAAGA   | 3144804 |
| CEA_Homo159-p1 | GTATTGGCTCTATTCAT   | 1496947 | CEA_Homo382-p2 | AGTTAGGCAAAGGTGAA   | 3145648 |
| CEA_Homo159-p2 | TATGTTCTTAGCACCAG   | 1497760 | CEA_Homo383-p1 | GCTTTCAACCCCTCTTT   | 3168583 |
| CEA_Homo160-p1 | CAGCGGAGAAGGTAAAT   | 1497670 | CEA_Homo383-p2 | AATATGCAGGCTAGTGG   | 3169308 |
| CEA_Homo160-p2 | TTGGGTGTAACAAATAAGC | 1498623 | CEA_Homo384-p1 | AGTCCGCCATACTCTAT   | 3177650 |
| CEA_Homo161-p1 | GTTTCCAGCAGCCATCA   | 1498492 | CEA_Homo384-p2 | ATTTGAATGTGGGTGAT   | 3178373 |
| CEA_Homo161-p2 | TTCCAGCGTCAACATCA   | 1499489 | CEA_Homo385-p1 | CCTTTACCTGCTTTTCA   | 3180515 |
| CEA_Homo162-p1 | TAGGTGACGGTGTAGCA   | 1499161 | CEA_Homo385-p2 | TGGGATAGATGATTTGC   | 3181173 |
| CEA_Homo162-p2 | TTTGAACGTGGAATAGG   | 1500328 | CEA_Homo386-p1 | TTAACCTCCCATGTATT   | 3193383 |
| CEA_Homo163-p1 | GCCTACCTCATCTTCTG   | 1499953 | CEA_Homo386-p2 | GTTGCTACTTCCCACTA   | 3194116 |
| CEA_Homo163-p2 | TATGCTTCTTCTAATACTC | 1500742 | CEA_Homo387-p1 | CTCACAAAATCTCCACCAG | 3194649 |
| CEA_Homo164-p1 | GTCGCCAGTTCTTCCTT   | 1500848 | CEA_Homo387-p2 | TTCCAAAACCAGTAAAATG | 3195226 |
| CEA_Homo164-p2 | GATTCCCTTGAATACGC   | 1501973 | CEA_Homo388-p1 | TCCTAGCACCAACGACA   | 3199574 |
| CEA_Homo165-p1 | GATAAAGAGGAGCAAAC   | 1501765 | CEA_Homo388-p2 | TTGGAGCAAATGGAAGA   | 3200522 |
| CEA_Homo165-p2 | ATGGCATTACTAGAAGA   | 1503132 | CEA_Homo389-p1 | TATGTCCCTCCCTTTAA   | 3208693 |
| CEA_Homo166-p1 | ACTTGGTTTACTTTGTTC  | 1502984 | CEA_Homo389-p2 | AATTCCTCCAAATCCTG   | 3209327 |
| CEA_Homo166-p2 | CCTTAGTTATTCTTTTTC  | 1504027 | CEA_Homo390-p1 | AATGGAATCCGAACGTG   | 3212004 |
| CEA_Homo167-p1 | ACAAGCAGCTAGATTAA   | 1503934 | CEA_Homo390-p2 | TCATTTGCTCCCAACCAC  | 3212694 |
| CEA_Homo167-p2 | TAGCCATTGAAGTGTA    | 1505220 | CEA_Homo391-p1 | AAGGACGGTATGCTGTT   | 3223972 |
| CEA_Homo168-p1 | GGGTTGACAAATAATAGG  | 1505039 | CEA_Homo391-p2 | AAGGCGGAGTTGTTAGT   | 3224572 |
| CEA_Homo168-p2 | ATTACTCCTCCACTCCC   | 1506028 | CEA_Homo392-p1 | CAAAACGACATTGTAAAAG | 3242531 |
| CEA_Homo169-p1 | AAACGGCAGTATCTCCA   | 1505912 | CEA_Homo392-p2 | TGAAAGGAGTATAGTAGAG | 3243176 |
| CEA_Homo169-p2 | TAAAGCATTTCCAGCAT   | 1507383 | CEA_Homo393-p1 | ATACTGTCTATCGTTA    | 3251883 |
| CEA_Homo170-p1 | TATTGAGCCTATGATTC   | 1507075 | CEA_Homo393-p2 | TTTTATTGATGATGTGG   | 3252546 |
| CEA_Homo170-p2 | GACCTCTGTTCCGTTAG   | 1508070 | CEA_Homo394-p1 | TTATGGGAACCTGTATG   | 3293011 |
| CEA_Homo171-p1 | TTTTGAAGCCCACCTCT   | 1530112 | CEA_Homo394-p2 | AAAGTATGGAAAGCAGT   | 3293586 |
| CEA_Homo171-p2 | GTCCGATTTCCAACCTTT  | 1530762 | CEA_Homo395-p1 | TTTGGCTGGTATGACTA   | 3302227 |
| CEA_Homo172-p1 | CTTTCGATTAAATATCCTG | 1534056 | CEA_Homo395-p2 | ATTTGATATTGCTGGTG   | 3302911 |
| CEA_Homo172-p2 | TCAAAAGTAGTTGCTCC   | 1534596 | CEA_Homo396-p1 | ATTCATACTCGCTGTC    | 3321183 |
| CEA_Homo173-p1 | ATAACCAAGCTAACGAA   | 1554712 | CEA_Homo396-p2 | GAGATAATAATCGTGGC   | 3321879 |
| CEA_Homo173-p2 | TCATCACTTTTAGGAGG   | 1555445 | CEA_Homo397-p1 | ATCGCATTATGTTTTCC   | 3331147 |
| CEA_Homo174-p1 | TTACCTATAATGAGCCTAG | 1565450 | CEA_Homo397-p2 | TTAACCGATAGGTTGAA   | 3331807 |

|                |                     |         |                |                     |         |
|----------------|---------------------|---------|----------------|---------------------|---------|
| CEA_Homo174-p2 | TCAAGTACCAGCGTTTC   | 1566074 | CEA_Homo398-p1 | CTTGACCGTTTACACCC   | 3340766 |
| CEA_Homo175-p1 | CAACATTACCCGTCCTT   | 1585130 | CEA_Homo398-p2 | GCTAATACAGCCTACTTTT | 3341501 |
| CEA_Homo175-p2 | ATTTCCCAAGGTTACACA  | 1586022 | CEA_Homo399-p1 | CAACCAAACCTTCCCACA  | 3353076 |
| CEA_Homo176-p1 | TCCTCCATTATTCTCAC   | 1588653 | CEA_Homo399-p2 | TCCTATTTCCGCTACCA   | 3353583 |
| CEA_Homo176-p2 | TTCACCAGCATACTCTA   | 1589480 | CEA_Homo400-p1 | AAGACATTTATCCCTAC   | 3353466 |
| CEA_Homo177-p1 | ATTTACCATCACATACT   | 1590774 | CEA_Homo400-p2 | TAGTTATTGTGCTGAT    | 3354043 |
| CEA_Homo177-p2 | TTTACAAGATTACAAGC   | 1591466 | CEA_Homo401-p1 | CCCCAAATACTGTCCA    | 3358926 |
| CEA_Homo178-p1 | AGGTTGGCAATGCTGTA   | 1597304 | CEA_Homo401-p2 | ATACAAGGCACAAATCA   | 3359716 |
| CEA_Homo178-p2 | GCACCTAAGGATGTCCC   | 1597989 | CEA_Homo402-p1 | CTCTTCAGGGATTGTG    | 3367488 |
| CEA_Homo179-p1 | ACAACATTGGGTAGCAT   | 1624872 | CEA_Homo402-p2 | AGAGGGTAAACATTGAG   | 3368068 |
| CEA_Homo179-p2 | AAGTTGAACCAAATCCC   | 1625393 | CEA_Homo403-p1 | TACTGATTGCTGTTTTG   | 3384232 |
| CEA_Homo180-p1 | TATGTATGCGATGGTGT   | 1637139 | CEA_Homo403-p2 | TTCGATGAGCTTGACTC   | 3384975 |
| CEA_Homo180-p2 | TTACTTGGGAGGTTTAG   | 1637748 | CEA_Homo404-p1 | ACTCACTGAAATGCCCTAA | 3391749 |
| CEA_Homo181-p1 | CTTACGCCTAAAGAAAC   | 1645337 | CEA_Homo404-p2 | AGGTTGCAGATGGTGCT   | 3392574 |
| CEA_Homo181-p2 | TATTAAATTCAGCCACC   | 1646012 | CEA_Homo405-p1 | AAATCAGAGCAGCAGAA   | 3405340 |
| CEA_Homo182-p1 | CTCGTGATGATGATGTC   | 1646149 | CEA_Homo405-p2 | TGGAAGACCAGCAGTTA   | 3406019 |
| CEA_Homo182-p2 | ACTATCAATACCCAAAT   | 1646839 | CEA_Homo406-p1 | GGCGAACAATTTGGATT   | 3406622 |
| CEA_Homo183-p1 | ATAGAAACTTCCTATGA   | 1646183 | CEA_Homo406-p2 | TCAGGCATAACGGCTAC   | 3407324 |
| CEA_Homo183-p2 | ATTAGTCTCCTCAACCA   | 1647072 | CEA_Homo407-p1 | GGCAAAATCGCACTTAT   | 3413953 |
| CEA_Homo184-p1 | CTCCTCCGTAATGTTTCG  | 1699334 | CEA_Homo407-p2 | ACTTGAACGCAACCAGA   | 3414753 |
| CEA_Homo184-p2 | TTCAATAGCTGCAAACA   | 1699819 | CEA_Homo408-p1 | CTCTACTGCGTCTCCTA   | 3456158 |
| CEA_Homo185-p1 | TTGGCTTCCTATGTATT   | 1705386 | CEA_Homo408-p2 | TCTATGTTGCCACTTCT   | 3457102 |
| CEA_Homo185-p2 | CTCTTGCTTATGTGCTT   | 1706102 | CEA_Homo409-p1 | CTAAGAATTGGCTGAAC   | 3471979 |
| CEA_Homo186-p1 | TTCTACAGTACCAAGCT   | 1707533 | CEA_Homo409-p2 | AATATGGCTACAAAGGA   | 3472600 |
| CEA_Homo186-p2 | TAGTTCTCATACCCTTT   | 1708172 | CEA_Homo410-p1 | TGCTTACTGCTCCTAAC   | 3477847 |
| CEA_Homo187-p1 | CTCTGTAGATAATACCCTT | 1711589 | CEA_Homo410-p2 | CAGTGGGAACAATAACA   | 3478686 |
| CEA_Homo187-p2 | AAGCTAAAACTCCCTAT   | 1712178 | CEA_Homo411-p1 | TGAGCCCTTTACCTTTA   | 3491761 |
| CEA_Homo188-p1 | AGACCAGGTCAGCCAGTA  | 1720719 | CEA_Homo411-p2 | CCTTGGCATAACTCTTT   | 3492447 |
| CEA_Homo188-p2 | CATCTTTCTCCGCCTTC   | 1721307 | CEA_Homo412-p1 | AAGCCTTAGAAGAAGAA   | 3513190 |
| CEA_Homo189-p1 | GAAGGGGAAGGTTGTTA   | 1722808 | CEA_Homo412-p2 | TAGCGTATGAAGTTTGT   | 3513709 |
| CEA_Homo189-p2 | TGAGCTTGACTTTGTGC   | 1723329 | CEA_Homo413-p1 | CATCAGCATCAGACCCTA  | 3534981 |
| CEA_Homo190-p1 | CCTGATGTAAAGGCACT   | 1747544 | CEA_Homo413-p2 | GCGAATACAATGTCCCT   | 3535816 |
| CEA_Homo190-p2 | ACATAAACTTCGCTTCC   | 1748151 | CEA_Homo414-p1 | CCCAACTTTATGAACCA   | 3546210 |
| CEA_Homo191-p1 | TATGGCTTCTAACACTA   | 1753698 | CEA_Homo414-p2 | TAACAGATGAGGGGCTA   | 3546720 |
| CEA_Homo191-p2 | TACTTCTCCTCACTTCTA  | 1754369 | CEA_Homo415-p1 | AGCATACCGTAGTTGTT   | 3554030 |
| CEA_Homo192-p1 | TGGGCTTTCTACTAACA   | 1768007 | CEA_Homo415-p2 | TAGGCACTTTGGAGTTA   | 3554700 |
| CEA_Homo192-p2 | CCTTCATCGGTAAACATAA | 1769182 | CEA_Homo416-p1 | CTTCTCCATCTGGTTA    | 3566355 |
| CEA_Homo193-p1 | GTACGCTTTCGGTTCCA   | 1770254 | CEA_Homo416-p2 | TTCACATAGCGGACAAT   | 3566875 |
| CEA_Homo193-p2 | CACTACTCAATTCACCC   | 1775214 | CEA_Homo417-p1 | TTAATTCCACTGCACGAT  | 3593365 |
| CEA_Homo194-p1 | GTAAAGAAAGCAGGTC    | 1774502 | CEA_Homo417-p2 | CAGCGGTTTGAAAGGTA   | 3594000 |
| CEA_Homo194-p2 | TTCCACCAGTTTCCAATAC | 1779869 | CEA_Homo418-p1 | CATAGCCTCAGTTGATC   | 3595514 |
| CEA_Homo195-p1 | GAAGAGTACGCTTTCGG   | 1779242 | CEA_Homo418-p2 | GGACTACAGGGAAACAA   | 3596166 |
| CEA_Homo195-p2 | ATACCATTACCTTGACC   | 1780116 | CEA_Homo419-p1 | TATTCTAATCCTGCTGC   | 3612064 |
| CEA_Homo196-p1 | CTGTTACCAGCGTCAGG   | 1781949 | CEA_Homo419-p2 | CAGGGATACTTCCAACA   | 3612754 |

|                |                       |         |                |                     |         |
|----------------|-----------------------|---------|----------------|---------------------|---------|
| CEA_Homo196-p2 | ATCACCCATTCCACCAA     | 1782539 | CEA_Homo420-p1 | CACATCCAGCCATTACG   | 3614087 |
| CEA_Homo197-p1 | ATTGGTGGAATGGGTGA     | 1782566 | CEA_Homo420-p2 | AACTTGGA CTGCGGACA  | 3614933 |
| CEA_Homo197-p2 | CCGCCAAGACCTAGTAAA    | 1783195 | CEA_Homo421-p1 | ATCATAAGCCAGTTCTA   | 3616814 |
| CEA_Homo198-p1 | GGTGGTAATAAGGATGA     | 1784804 | CEA_Homo421-p2 | AGTAACATCAGCAGCAT   | 3617697 |
| CEA_Homo198-p2 | TGTATGTCCTTCCATCT     | 1785420 | CEA_Homo422-p1 | TAAACCACTCCTTACTT   | 3620936 |
| CEA_Homo199-p1 | AATTTCCGCCTCAATAG     | 1784896 | CEA_Homo422-p2 | GGAACATTCCTGTATAA   | 3621530 |
| CEA_Homo199-p2 | AAAGGCTGAGGAGGTTC     | 1785834 | CEA_Homo423-p1 | CTGGAATGTTACTATGA   | 3628796 |
| CEA_Homo200-p1 | GAAGGTAAGGGTGCTAT     | 1786805 | CEA_Homo423-p2 | AAACTAGAGTAAGCAGT   | 3629370 |
| CEA_Homo200-p2 | TTATCTGCCTGAACAAA     | 1787399 | CEA_Homo424-p1 | TTAGGCGGTATGCTTGT   | 3630915 |
| CEA_Homo201-p1 | AAGTTGCAGATTTCGCTAC   | 1788527 | CEA_Homo424-p2 | TTTGTATAGGAGGTTC    | 3631583 |
| CEA_Homo201-p2 | TTCGGATTATGAAGTGCTG   | 1789074 | CEA_Homo425-p1 | TAGTATCGCCTAAGGGTG  | 3639418 |
| CEA_Homo202-p1 | AGAATGGGACATTTGAT     | 1789553 | CEA_Homo425-p2 | GCACGGGTGATAGTCAT   | 3640381 |
| CEA_Homo202-p2 | GGAGTTCTTATTCCTA      | 1790107 | CEA_Homo426-p1 | AAGGCTTCTTCTTGATT   | 3663277 |
| CEA_Homo203-p1 | GTCCAAGAGGGAGCAGT     | 1791036 | CEA_Homo426-p2 | ATAAGTTCCTCGCTGTG   | 3663856 |
| CEA_Homo203-p2 | AGGGATAGATGGCGAAT     | 1792010 | CEA_Homo427-p1 | TTGCTCCCATTTCCTTA   | 3696117 |
| CEA_Homo204-p1 | TTGGA AAAAGATAGTAAAGC | 1792822 | CEA_Homo427-p2 | TTATGCCACGCTCAAGT   | 3696799 |
| CEA_Homo204-p2 | CTATCGTGGGAAGAGT      | 1793868 | CEA_Homo428-p1 | GGGGATACCCACTTTTA   | 3697256 |
| CEA_Homo205-p1 | TATGATGTCTACAAAGGTT   | 1796084 | CEA_Homo428-p2 | ATGCCAGCTACATTTCT   | 3697780 |
| CEA_Homo205-p2 | TCCGAGGTTTTCTACTA     | 1796941 | CEA_Homo429-p1 | TTTCTTCCCAGCCAAAG   | 3700263 |
| CEA_Homo206-p1 | GAGGGTATGGCAGCAAA     | 1798930 | CEA_Homo429-p2 | TCCGTGCTATTCAAGGTAT | 3700924 |
| CEA_Homo206-p2 | TGAGTCCGCCGTGTCTA     | 1799474 | CEA_Homo430-p1 | AAGTGCTACAGCCTCAT   | 3739867 |
| CEA_Homo207-p1 | TATAAAAGGTGGAGCAT     | 1801316 | CEA_Homo430-p2 | AACATCATCGTCCTCAA   | 3740731 |
| CEA_Homo207-p2 | CATTTGTAAACTGGGAT     | 1802143 | CEA_Homo431-p1 | TTTCAACGCGCATTTTA   | 3768063 |
| CEA_Homo208-p1 | CTATGAAGTGGCGAAGG     | 1801385 | CEA_Homo431-p2 | GTGGAAGCGGAACAGAG   | 3768632 |
| CEA_Homo208-p2 | AACTGCTCAGGACCAAC     | 1802306 | CEA_Homo432-p1 | CAACCTTCGCCTTCATC   | 3799627 |
| CEA_Homo209-p1 | GCACAGATAGGGATGGA     | 1805641 | CEA_Homo432-p2 | ATGGCAAGACAAGCAGATA | 3800138 |
| CEA_Homo209-p2 | ACGTAAGCGAACAGATT     | 1806299 | CEA_Homo433-p1 | TTTCCAGCACCACATAC   | 3800287 |
| CEA_Homo210-p1 | CGGCTAAAGATACTGAA     | 1811751 | CEA_Homo433-p2 | CCTCTTTCCCTTACCAG   | 3800986 |
| CEA_Homo210-p2 | AATAACTATGGCTGGAC     | 1812513 | CEA_Homo434-p1 | TAATCGGTTGATCCTCA   | 3814666 |
| CEA_Homo211-p1 | TAAGTGAGGATAAGGGATA   | 1816763 | CEA_Homo434-p2 | GTATCCATTCCAAGCAG   | 3815176 |
| CEA_Homo211-p2 | CCCATT CAGAAGGCATA    | 1817711 | CEA_Homo435-p1 | ATTGGGTGCGCCTAATA   | 3817173 |
| CEA_Homo212-p1 | AACTGTAGCAGCGGTGT     | 1821063 | CEA_Homo435-p2 | ATTTGCCATTTCCTTT    | 3817840 |
| CEA_Homo212-p2 | GCA TTCTTTGCCTGTATTT  | 1821559 | CEA_Homo436-p1 | AGCTGTATTACCCATTT   | 3833246 |
| CEA_Homo213-p1 | TTATTCTACAAAGGGAG     | 1824617 | CEA_Homo436-p2 | CTAAGCAGCAATATCAA   | 3834014 |
| CEA_Homo213-p2 | TTAACAGTG TACGCAAT    | 1825208 | CEA_Homo437-p1 | ATAAGCATACCATAAAAGG | 3849680 |
| CEA_Homo214-p1 | TTATTCTACAAAGGGAG     | 1824654 | CEA_Homo437-p2 | TTCCGATAAAGAGTCGA   | 3850447 |
| CEA_Homo214-p2 | TTAACAGTG TACGCAAT    | 1825229 | CEA_Homo438-p1 | GCACCTTTGTAATAAGC   | 3867520 |
| CEA_Homo215-p1 | TGATTTAGAGTCGGAGGG    | 1838505 | CEA_Homo438-p2 | AATGGGT CACAGAGTAG  | 3868040 |
| CEA_Homo215-p2 | TTCGGA AAGTGGTTGAG    | 1839274 | CEA_Homo439-p1 | TTTATCCTCCATTTCAG   | 3897237 |
| CEA_Homo216-p1 | AAATATCCC GATGTGAG    | 1853573 | CEA_Homo439-p2 | AATAGGCACAGTAGCAG   | 3897930 |
| CEA_Homo216-p2 | TAGCCTCTACTCCATCTAA   | 1854091 | CEA_Homo440-p1 | AATGTTCTTACTTCGTC   | 3938114 |
| CEA_Homo217-p1 | ATGGGA ACTTGAAATAG    | 1857936 | CEA_Homo440-p2 | ATATTA ACTATGCCTCC  | 3938629 |
| CEA_Homo217-p2 | AACTCTGCCTTGGGAAT     | 1858588 | CEA_Homo441-p1 | CTTGTTTTGTCCCTTTT   | p8959   |
| CEA_Homo218-p1 | CTGACTACAGCGGACAT     | 1879385 | CEA_Homo441-p2 | TTAATACCAGCCCTAAT   | p9662   |

|                |                     |         |                |                     |         |
|----------------|---------------------|---------|----------------|---------------------|---------|
| CEA_Homo218-p2 | AACAGGCTCATCTAAAA   | 1880226 | CEA_Homo442-p1 | ACCTGCCATTTGACTTA   | p60894  |
| CEA_Homo219-p1 | GGAGGATGTATCAAAGA   | 1886314 | CEA_Homo442-p2 | TAGGCGCAGTAGAACAC   | p61471  |
| CEA_Homo219-p2 | GAAATGACTAACGGCTC   | 1887363 | CEA_Homo443-p1 | CATTTCTTGATGCTTTC   | p87482  |
| CEA_Homo220-p1 | GTTATCTGCCCTTCATT   | 1886799 | CEA_Homo443-p2 | TTGCGTTAATAGTGTTAGT | p88221  |
| CEA_Homo220-p2 | AACCCAGGACCTTTATT   | 1887675 | CEA_Homo444-p1 | AGCCCAAGCTACAGAAT   | p126675 |
| CEA_Homo221-p1 | TGACATTTATTTTGCATGC | 1891893 | CEA_Homo444-p2 | TGACCCTACAATAATCCT  | p127347 |
| CEA_Homo221-p2 | AGCTGGATTTCCCACTT   | 1892540 | CEA_Homo445-p1 | TATCAAAGTTCGCAGTA   | p131235 |
| CEA_Homo222-p1 | AAAAGATGCAGAACAAAG  | 1894881 | CEA_Homo445-p2 | CTTAAAGGCTTCAAGTA   | p131861 |
| CEA_Homo222-p2 | CTGATGGCCTAGAGTAA   | 1895424 | CEA_Homo446-p1 | GAGTGAGCGTTCTTTAC   | p348460 |
| CEA_Homo223-p1 | TTTGTAGCTCCTAATGG   | 1896228 | CEA_Homo446-p2 | CACCTCCATTACATTTT   | p349037 |
| CEA_Homo223-p2 | TCTGTATTGGGTTCTG    | 1896767 | CEA_Homo447-p1 | GTTATTTCCGCTGATTT   | p185531 |
| CEA_Homo224-p1 | TCTTGAAAGGCCGTGAT   | 1906641 | CEA_Homo447-p2 | TAGTACAGCTCCACTCG   | p186043 |

\* The location in genome: the number means the primer starting sites in EA 2018 genome. “p” indicates megaplasmid in EA 2018.

# Supplementary material for: Comparative genomic and transcriptomic analysis revealed genetic characteristics related to solvent formation and xylose utilization in Clostridium acetobutylicum EA 2018
**Source:** BMC Genomics. 2011 Feb 2;12:93. doi: 10.1186/1471-2164-12-93
**Supplement:** Additional file 10 — Targeted gene disruption and verification primers. The file lists the primers for retargeting the RNA portion of the intron for C. acetobutylicum CAC2613 gene disruption and for identifying the insertion mutant..

Additional file 10. Targeted gene disruption and verification primers.

| Primers name          | Sequences                                                    |
|-----------------------|--------------------------------------------------------------|
| CAC2613-532-533-IBS   | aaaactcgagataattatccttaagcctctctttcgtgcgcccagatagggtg        |
| CAC2613-532-533-EBS1d | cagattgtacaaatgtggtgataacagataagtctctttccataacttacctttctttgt |
| CAC2613-532-533-EBS2  | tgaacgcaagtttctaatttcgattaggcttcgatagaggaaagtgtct            |
| CAC2613-ID-fw         | gatggcactttacttga                                            |
| CAC2613-ID-rev        | cctttgatactcctcca                                            |

How the deposited data were processed for this re-analysis (not part of the article)

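Transcription was measured on 12 one-colour Agilent arrays, 1 per strain (EA 2018 and ATCC 824) and time point (9, 13, 17, 21, 24 and 30 h), from cultures on P2 medium. Conditions were taken from the sample labels, which name the strain and the time; the file names carry the same strain and hour on 12 of 12 arrays. Each array had 15517 spots, 536 of them controls. The authors deposited the scanner's output for each array, in which the signal is an intensity after background subtraction and spatial correction within the array, and a table of log2 intensities per probe, quantile normalized between arrays. The paper's text cites an earlier work for the normalization and names no threshold for the count of regulated genes. All 87 lines of Tables 4 and 5 equal the differences between columns of the authors' table within 0.0001 on the log2 scale, as do the 1999 lines of Additional file 8 that were used here; 1836 more of its lines were not used here.

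From the scanner's output, control spots and spots marked as outliers were left out, the log2 signals of a probe's spots were averaged, and the array's 75th percentile was subtracted. A probe was above background when at least 50% of its spots were marked as well above background. Probes were assigned to genes by the name in the files. Probes named for EA 2018 genes were joined to ATCC 824 genes through the pairs in the paper's tables (208 of 229; 21 had no pair). Of 50 probes without a name, 22 were named through Additional file 8 and 2 through the values of Tables 4 and 5, and 26 were left unnamed. Probes of one gene were averaged; 205 genes had several probes and 70 of these had probes of different sequence. No spot was saturated. No gene positions were used here.

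Ratios at single time points have no test, and the SD between spots covers technical error only. The strain fit and the late minus early fit were made with limma 3.58.1 in R 4.3.3, with empirical Bayes variances and Benjamini-Hochberg adjustment. The strain difference had the time point as a block, and the late minus early difference set 21, 24 and 30 h against 9, 13 and 17 h. Tested were 3739 genes, those above background on at least 6 of the 12 arrays or on all arrays of 1 strain. On simulated data with 200 of 3739 genes changed, the strain fit recovered 159 at a log2 change of 2, with 13 false calls, and the late minus early fit recovered 0 at a change of 2 and 141 at a change of 4. The simulated noise had the residual spread of the strain fit and was independent between arrays. Successive samples of a culture need not be independent, so the count of false calls may not hold for the real data. Gene lists were compared with 10000 random lists matched on mean expression in 10 bins. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest.

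The genes named in the text are those that the paper names with a statement on expression, those of Figures 3, 5 and 6 and of Table 5 that can be named through its tables, and the 5 largest positive and 5 largest negative mean ratios among genes past the correction with the same sign at all 6 time points and, at each, above background on at least 1 of the 2 arrays. The values of Tables 4 and 5 had been seen when this rule was set. CAC1113, CAC2377, CAC0966, CA_P0078 and CA_P0160 and the EA 2018 probes without a pair are named after their values were seen. Figure 3 prints CA_P0160 for solR, while Table 4 lists that locus as a cell-adhesion protein, so whether its probe reads solR is not known, and counts for the figure are given with and without it. The genes buk, ptb, mbhl, xylB and sigF, the genes of the sol operon and the other pathway genes of Figure 3 were not assigned to a probe by name and were not analysed here. This limit lies in the names used: no genome annotation was used, and 1836 lines of Additional file 8 were left out. The array may hold probes for these genes.

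The alternatives set before the data were examined were median scaling, quantile normalization, normexp background correction with an offset of 50, the authors' processed values, the median of spots, outlier spots kept, a floor at the lowest signal above background, saturated spots left out, log2 thresholds of 1.5 and 2, at least 2 time points, no filter or a stricter filter on background, no time block, slide 1 alone, each time point left out, late defined as 24 and 30 h, a linear trend in hours, and random lists without matching. Leaving out the probes named for EA 2018 was added after the data were seen.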

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

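The tests of the scaling, of the sampling stage, of mismatches under probes and of unspecific background were chosen after the results were seen, and the sampling stage was divided into early and late time points after the comparison of hours was known. For the unspecific background the first criterion was any rise of the negative control spots; it was restated, after the values were seen, as a rise of under 10% of that of the dim genes, and under the first form the result would have stayed open.

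The median log2 ratio of all genes was 0.82 at 30 h, far from those of the other 5 time points, the lowest of which was -0.34 at 17 h. Chance gives such a gap in about 1 of 20 groups. The shift grew toward genes of low signal, with a median ratio of 1.87 in the lowest of 5 equal groups of genes by level, 0.66 in the middle and -0.07 in the highest, and at 17 h the lowest group was at -0.74. A wrong scaling factor for an array is argued against as the whole of it, since 1 factor moves all genes alike: the middle group lay 0.728 above the highest at 30 h (bootstrap over genes, 95% interval 0.541 to 0.908), against -0.21 at 17 h and at most 0.12 at the other 4 time points. The spread of the signals on the array of EA 2018 at 30 h and on that of ATCC 824 at 17 h differs from the others, and what made it differ stays open. Unspecific background is argued against: the 10th percentile of the gene spots on these arrays was at least 14.6 above that of every other array, while the median brightness of the negative control spots was at most 0.41 above. The probe of CAC0967 gave a signal of 2.16 on the EA 2018 array at 30 h and 793.6 on the ATCC 824 array at 17 h, and the probe named CEA_G1125 gave 1.85 on the latter. RNA present at low level in the cells, or DNA carried over, was not tested.

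A group of 17 genes, CAC0380 of Table 5 among them, was at least 2-fold lower in EA 2018 at 9 h and at least 2-fold higher at every later time point. With the authors' processed values there were 14. The difference between 9 h and later was not tested, since 9 h has 1 array per strain. A shift in the stage of the cultures may play a part. At 9, 13 and 17 h, 0 of the 3 EA 2018 arrays had fewer genes past 2-fold against another ATCC 824 hour than against its own, but other measures differ. By rank correlation both the 9 h array (0.920, against 0.918 at 9 h) and the 17 h array (0.907, against 0.893 at 17 h) were nearer to ATCC 824 at 13 h, which are shifts in opposite directions. Among the upper 50% of genes by level the 9 h array had more genes past 2-fold against 13 h than against its own hour (486, against 359) and the 17 h array fewer (394, against 427). Since the measures point different ways, stage and strain cannot be told apart there.

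CAC1113, the gene that holds the largest insertion the paper reports, had probes whose mean log2 ratios differed by 6.31 as computed, and by at least 4.55 with the floor. The probe named for ATCC 824 had a mean of -0.36. The probe named CEA_G1125 was above background on 6 of 6 EA 2018 arrays and 0 of 6 ATCC 824 arrays, so its mean of 5.96 rests on background signal and only a mean of at least 4.19 is given by the floor. Its signal on the ATCC 824 arrays was 1.85 to 3.01, against medians of 1.86 to 2.70 for their negative control spots. Whether the target of this probe lies in the insertion was not tested, so its ratio need not be a difference in expression. For CAC2377 the means differed by 3.74, with -5.11 for the probe named for ATCC 824 and -1.48 and -1.38 for the 2 probes named CEA_G2391 and CEA_G2392. The values of Table 4 for CAC2377 are those of the probe named for ATCC 824 alone. A mismatch under one of the probes is a possible explanation in general: over 11 overlapping pairs that differ by 1 or 2 bases, with both probes past the filter on background, the EA 2018 probe gave a ratio higher by 0.336 on average, but only in 6 of 11 pairs (exact sign-flip test, two-sided, p = 0.111), while 153 pairs of identical sequence differed by a median of 0.03. Of the 11 pairs 4 differed by over 0.5, each with the EA 2018 probe higher, against 1 of the 153 identical pairs. The number of pairs is too small to decide, and the probes of CAC1113 and CAC2377 were not among them.

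Of the 21 EA 2018 probes with no paired ATCC 824 gene, CEA_G1263 had a mean log2 ratio of 1.61 (adjusted p = 0.00272) and CEA_G2791 one of -2.76 (adjusted p = 0.0065), each past 2-fold in one direction at 6 of 6 time points and above background on all 12 arrays. The paper does not discuss them. The probe CEA_G2791 has the same 60 bases as the probe CAC2783, which had a mean of -2.75, so a sequence difference between the 2 probes is not the cause there. In all, 12 of the 21 have the same bases as a probe named for ATCC 824; CEA_G1263 is not among them. Whether the target sequences of the strains differ under these probes was not tested, and a difference in expression between the strains stays open.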

How the results depend on the processing

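The alternative without the probes named for EA 2018 was added after the data were seen. Saturated spots left out changed nothing, because no spot was saturated. Slide 2 alone gives values with no test.

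The count of genes past 2-fold at 1 or more time points, 2994, stayed within 1.5 times under every alternative but the log2 threshold of 2 (1519). At single time points the thresholds of 1.5 and 2 gave 521 and 376 genes at 9 h, 473 and 309 at 13 h, 593 and 304 at 17 h, 905 and 539 at 21 h, 977 and 627 at 24 h, and the threshold of 2 gave 1150 at 30 h, where normexp gave 1340; a higher threshold leaves fewer genes by construction, and for normexp the cause was not tested.

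The 929 genes with a strain difference became 453 on slide 1 alone, which has fewer arrays. With each time point left out the count ran from 483 (without 24 h) to 897 (without 30 h), with 487 without 21 h. The other alternatives gave 841 to 1233 genes. No gene called both ways changed its direction under any of them. In the 32 ways of swapping the strain labels within time points, only 1, the real one, gave as many genes. This argues against chance for these 2 courses, but 1 of 32 is the smallest share that the swaps can give. The swaps also treat successive samples of a culture as independent. On slide 1 the strains lay in different rows, while on slide 2 all arrays lay in row 2 and the strains in different columns. The row is argued against as the whole cause by the agreement between the slides, although genes are not independent replicates. The rank correlation across genes between the slides was 0.871 among the 453 genes called on slide 1 and 0.681 among all 3739 tested. An effect of the column on slide 2 was not tested.

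The late minus early difference had 0 genes in the setting reported and 0 with each time point left out, but 170 after median scaling, 160 after quantile normalization, 84 with normexp, 159 with the authors' processed values, 9 with late defined as 24 and 30 h and 61 for a linear trend; the cause was not tested. With 0 genes in the real split, each of the 10 splits of the time points gives at least as many by construction, so the 10 of 10 carries no information on chance.

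The share of coding variation genes past 2-fold lay at the 7.60th percentile of random lists, and at the 2.31st with normexp; the cause was not tested. The other list percentiles stayed inside the limits between which 95% of random lists lie in the settings run; for the probes over a variation site only the authors' values and lists without matching were run.

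Among the ratios of single genes that were past 2-fold and above background, those that changed sign were these. CAC1689 at 30 h turned to -0.0637 with quantile normalization and -0.047 with the authors' values, and CAC0550 at 9 h to -0.004 with the floor. CAC1113 turned to -1.77 at 9 h, -0.77 at 17 h, -0.24 at 21 h and -0.38 at 24 h without the EA 2018 probes, its strain difference to -0.36, and its ratio at 24 h to -0.29 with normexp. The turns without the EA 2018 probes follow from leaving out the probe CEA_G1125, whose ratio is a limit only; for the others the cause was not tested. Smaller ratios that changed sign, such as CAC2052 at 30 h and CA_P0141 at 9 h, are not listed. Signal over background limits the genes that were dim in ATCC 824 at 9, 24 and 30 h, where 91.3%, 91.6% and 87.9% of probes were above background.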

Differences from the paper's values

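The paper's log2 ratios come from Tables 4 and 5. For each gene, a value here differs when it lies outside the SD between spots or has the other sign, and where ATCC 824 was not above background the lower limit is compared. Each list of alternatives covers those set before the data were examined. Over the 79 genes of Tables 4 and 5, 321 of 474 values differed by more than the SD between spots, and all 474 had the paper's sign. With quantile normalization 19 differed, and with the authors' processed values 13. Both sets of values come from the same spots, so the SD between spots does not measure differences in processing.

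For adhEII (CA_P0035), the log2 ratio here was 3.69 at 9 h, 5.91 at 13 h, 5.42 at 17 h, 7.69 at 21 h, 6.33 at 24 h and 6.93 at 30 h, where the paper's values are 3.33 at 9 h, 5.74 at 13 h, 6.01 at 17 h, 8.06 at 21 h, 6.58 at 24 h and 7.66 at 30 h. The gap closes with quantile normalization at 9 h and 21 h and the authors' processed values at 9 h and 21 h and with no other. Without the probe named for EA 2018, an alternative chosen after seeing the values that drops 0 of the 79 genes of Tables 4 and 5, it closes at 21 and 24 h. The probe that remains had been assigned to adhEII through the paper's own values.

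The values of spo0A (CAC2071) were 2.81 at 9 h, and the paper's are 2.46 at 9 h. Of the alternatives, those that close it are quantile normalization and the authors' processed values.

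Here CAC0323 had 3.99 at 9 h, 3.13 at 13 h, 1.71 at 17 h, 3.44 at 21 h and 4.01 at 30 h (at least 16.1-fold, ATCC 824 being near background), against the paper's 3.36 at 9 h, 2.66 at 13 h, 2.65 at 17 h, 3.22 at 21 h and 2.04 at 30 h. It closes only with median scaling at 21 h, quantile normalization at each of these times and the authors' processed values at each of these times.

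In CAC0437 the ratio was 2.54 at 9 h, 1.99 at 17 h, 2.05 at 21 h, 2.57 at 24 h and 2.87 at 30 h; the paper gives 2.19 at 9 h, 2.67 at 17 h, 1.83 at 21 h, 2.25 at 24 h and 2.34 at 30 h. The gap closes with median scaling at 21 h, quantile normalization at each of these times and the authors' processed values at each of these times and with no other.

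For agrB (CAC0078), the log2 ratio here was -5.24 at 9 h, -9.02 at 13 h, -9.11 at 17 h, -9.34 at 24 h and -6.61 at 30 h, where the paper's values are -4.99 at 9 h, -8.71 at 13 h, -9.44 at 17 h, -9.15 at 24 h and -7.98 at 30 h. Of the alternatives, those that close it are quantile normalization at each of these times, the authors' processed values at each of these times and median of spots at 24 h.

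The values of CA_P0053 were 2.81 at 9 h and 3.36 at 17 h, and the paper's are 2.48 at 9 h and 3.65 at 17 h. It closes only with quantile normalization at each of these times, normexp at 9 h and the authors' processed values at each of these times.

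Here CA_P0116 had 2.09 at 9 h, 2.75 at 17 h and 5.28 at 30 h, against the paper's 1.78 at 9 h, 2.90 at 17 h and 5.38 at 30 h. The gap closes with median scaling at 17 h, quantile normalization at each of these times and the authors' processed values at each of these times and with no other.

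In CA_P0054 the ratio was 3.12 at 13 h, 1.72 at 17 h, 3.66 at 21 h, 3.88 at 24 h and 5.70 at 30 h; the paper gives 2.74 at 13 h, 2.45 at 17 h, 3.42 at 21 h, 3.60 at 24 h and 5.19 at 30 h. Of the alternatives, those that close it are median scaling at 21 h and 24 h, quantile normalization at each of these times and the authors' processed values at each of these times.

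For CAC0380, the log2 ratio here was -4.62 at 9 h, 5.18 at 17 h, 5.04 at 21 h and 2.23 at 30 h, where the paper's values are -4.24 at 9 h, 5.37 at 17 h, 5.14 at 21 h and 2.10 at 30 h. It closes only with median scaling at 17 h, quantile normalization at each of these times and the authors' processed values at each of these times.

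The values of CAC2490 were -0.84 at 30 h, and the paper's are -1.10 at 30 h. The gap closes with quantile normalization and the authors' processed values and with no other.

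Here CAC3694 had 4.38 at 9 h, against the paper's 4.05 at 9 h. Of the alternatives, those that close it are quantile normalization, normexp and the authors' processed values.

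In CA_P0078 the ratio was -2.52 at 13 h, -2.74 at 17 h and -5.44 at 30 h; the paper gives -2.40 at 13 h, -2.90 at 17 h and -6.67 at 30 h. It closes only with quantile normalization at each of these times, normexp at 13 h and the authors' processed values at each of these times. Its probe had been assigned through the paper's own values.

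For CAC2377, the log2 ratio here was -2.62 at 9 h, -2.07 at 13 h, -2.17 at 17 h, -2.63 at 21 h, -3.07 at 24 h and -3.36 at 30 h, where the paper's values are -4.81 at 9 h, -4.51 at 13 h, -4.89 at 17 h, -5.25 at 21 h, -5.66 at 24 h and -6.94 at 30 h. It closes with none of the alternatives. Without the probes named for EA 2018, an alternative chosen after seeing the values that drops 0 of the 79 genes of Tables 4 and 5, it closes at 21 h. The paper's values for CAC2377 equal those of 1 of its 3 probes in the authors' table within 0.0001.

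The values of CA_P0160 were 3.31 at 9 h, 4.09 at 13 h, 2.76 at 17 h, 3.79 at 21 h and 4.16 at 30 h, and the paper's are 2.88 at 9 h, 3.74 at 13 h, 3.52 at 17 h, 3.51 at 21 h and 3.55 at 30 h. Of the alternatives, those that close it are median scaling at 21 h and 30 h, quantile normalization at each of these times, the authors' processed values at each of these times and median of spots at 21 h.

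For the count of regulated genes, the paper's 2215 and the 2994 found here are within 1.5 times of each other. The paper states that CAC2052 was lower in EA 2018 at 21, 24 and 30 h; here it was at 0.52 at 30 h, and lower at 21 and 24 h. With median scaling, quantile normalization, normexp and the authors' processed values it is lower at 30 h too. For mbhs, which the paper describes as more highly expressed in EA 2018, the ratio was -0.61 at 17 h and above 0 at the other 5 time points. The paper describes solR as lower in EA 2018 and draws it at the locus CA_P0160; the probe of that name had a mean ratio of 3.60, and Table 4 gives the locus as a cell-adhesion protein with ratios above 0.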

Other observations

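The test in this part was chosen after the comparison of hours was seen. At the late time points each EA 2018 array had fewer genes past 2-fold, after centring, against an earlier ATCC 824 hour than against its own: 1119 against 1505 at 21 h (nearest 13 h), 1424 against 1637 at 24 h (nearest 13 h) and 1333 against 1986 at 30 h (nearest 17 h), so 3 of 3. Among the upper 50% of genes by level the counts were lower too, 488 in place of 849 at 21 h (nearest 13 h), 605 in place of 852 at 24 h (nearest 17 h) and 630 in place of 884 at 30 h (nearest 17 h). The match of 30 h with 17 h may come in part from the unusual spread of signals that these 2 arrays share; against ATCC 824 at 13 h the upper 50% gave 707 for the 30 h array, still under 884, while over all genes the count was 1957, close to 1986. A candidate explanation is that the cultures were sampled at different stages at the same hour. It was found and examined on the same arrays, and as first set, over all 6 time points, its criterion was met at 3 of 6. The lower signal of the late ATCC 824 arrays, with 75th percentiles of 914.6 at 24 h and 897.5 at 30 h against 2880 and 2044 for EA 2018, the shared spread at 30 and 17 h, and a strain difference of its own stay open.

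CAC0967, which was not well above background in EA 2018 at any time point, is numbered next to CAC0966, in which the paper places the largest deletion. CAC0966 itself had a mean ratio of 0.41 (adjusted p = 0.396). Whether the target of the CAC0967 probe remains in EA 2018 was not tested. CA_P0078 had a mean of -3.93 and a late minus early difference of -3.70 (standard error 0.54, unadjusted p = 0.000431, adjusted p = 0.0708). CA_P0160, drawn as solR in Figure 3 and listed as a cell-adhesion protein in Table 4, had a mean of 3.60 (standard error 0.23, adjusted p = 9.52e-05) and was higher in EA 2018 at 6 of 6 time points; which gene the probe reads was not tested.

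The expression of hydA (CAC0028), for which the paper reports a base change upstream, was higher in EA 2018 at 6 of 6 time points. Its mean log2 ratio was 1.34 (standard error 0.29, adjusted p = 0.0151), with 0.42 ± 0.03 at 17 h and 2.33 ± 0.07 at 30 h. The CAC0028 strain difference did not pass without the 21 h arrays (adjusted p = 0.0557), the 24 h arrays (adjusted p = 0.0536) or the time block (adjusted p = 0.0557), and on slide 1 alone (adjusted p = 0.0774).

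The 187 coding variation genes with a probe had a median mean log2 ratio of 0.12 (70.9th percentile of random lists), and 12 probes over a variation site one of 0.11 (59.5th percentile). Of the coding variation genes 47 had an adjusted p under 0.05, and 47 when adjusted over the list alone.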
